# Transcriptome analysis reveals an Atoh1b-dependent gene set downstream of Dlx3b/4b during early inner ear development in zebrafish

**DOI:** 10.1242/bio.059911

**Published:** 2023-06-05

**Authors:** Diana Ezhkova, Simone Schwarzer, Sandra Spieß, Michaela Geffarth, Anja Machate, Daniela Zöller, Johanna Stucke, Dimitra Alexopoulou, Mathias Lesche, Andreas Dahl, Stefan Hans

**Keywords:** Inner ear, Development, Transcriptome analysis, CRISPR/Cas9, Zebrafish

## Abstract

The vertebrate inner ear is the sensory organ mediating hearing and balance. The entire organ develops from the otic placode, which itself originates from the otic-epibranchial progenitor domain (OEPD). Multiple studies in various species have shown the importance of the forkhead-box and distal-less homeodomain transcription factor families for OEPD and subsequent otic placode formation. However, the transcriptional networks downstream of these factors are only beginning to be understood. Using transcriptome analysis, we here reveal numerous genes regulated by the distal-less homeodomain transcription factors Dlx3b and Dlx4b (Dlx3b/4b). We identify known and novel transcripts displaying widespread OEPD expression in a Dlx3b/4b-dependent manner. Some genes, with a known OEPD expression in other vertebrate species, might be members of a presumptive vertebrate core module required for proper otic development. Moreover, we identify genes controlling early-born sensory hair cell formation as well as regulating biomineral tissue development, both consistent with defective sensory hair cell and otolith formation observed in *dlx3b/4b* mutants. Finally, we show that ectopic Atoh1b expression can rescue early sensorigenesis even in the absence of Dlx3b/4b. Taken together, our data will help to unravel the gene regulatory network underlying early inner ear development and provide insights into the molecular control of vertebrate inner ear formation to restore hearing loss in humans ultimately.

## INTRODUCTION

The vertebrate inner ear is a complex sensory organ mediating hearing and balance through an intricate interplay of mechanosensory hair cells, non-sensory supporting cells and bipolar sensory neurons. Currently, over 5% of the world's population are affected by hearing impairment or deafness and it is estimated that this number rises to over 700 million people by 2050 (www.who.int/news-room/fact-sheets/detail/deafness-and-hearing-loss). Hence, there is a pressing need to develop new therapies restoring hearing abilities and regenerative medicine holds enormous potential. This includes the generation of mechanosensory hair cells and sensory neurons from embryonic stem cells or induced pluripotent stem cells using differentiation protocols that mimic the principles of embryonic inner ear development (Chen and Streit, 2012; Nie and Hashino, 2020; Oshima et al., 2010). However, in order to develop and/or optimize existing protocols, a mechanistic understanding underlying the early events of inner ear development is key.

Inner ear formation is a multistep process initiated with the establishment of the preplacodal region containing the precursors for all sensory placodes (Ladher, 2017; Streit, 2007). Subsequently, the posterior preplacodal region is specified into a common otic-epibranchial progenitor domain (OEPD) that in zebrafish also contains the progenitors of the anterior lateral line ganglion (Chen and Streit, 2012; Hans et al., 2013; McCarroll et al., 2012). Following formation, the otic placode develops into the otocyst or otic vesicle that further acquires the architecture of the adult inner ear through intricate morphogenetic changes accompanied by the differentiation of specialized cell types to fulfill vestibular and auditory functions (Haddon and Lewis, 1996; Rubel and Fritzsch, 2002). Members of the fibroblast growth factor (Fgf) and Wnt/wingless families secreted from surrounding tissues are critical for OEPD induction and differentiation in all vertebrates examined (Alvarez et al., 2003; Anwar et al., 2017; Freter et al., 2008; Ladher et al., 2005; Léger and Brand, 2002; Maroon et al., 2002; McCarroll et al., 2012; Phillips et al., 2001; Tambalo et al., 2020; Wright and Mansour, 2003). Within the OEPD, members of the forkhead-box (Fox) and distal-less (Dlx) homeodomain transcription factor families are most critical. Foxi1 and the functional homolog Foxi3 provide competence of OEPD formation in zebrafish and amniotes, respectively (Birol et al., 2016; Khatri et al., 2014; Nissen et al., 2003; Solomon et al., 2003). Moreover, OEPD formation depends on Dlx3b and Dlx4b (Dlx3b/4b) in zebrafish and combined loss of *foxi1* and *dlx3b/4b* eliminates all indications of otic specification (Hans et al., 2004; Solomon and Fritz, 2002). At vesicle stages, absence of Dlx3b/4b causes a loss of early-born hair cells (also known as tether cells) and otoliths, large, solidified bio-crystals that mediate vestibular function (Millimaki et al., 2007; Schwarzer et al., 2017). Since the loss of Dlx3 results in early embryonic lethality in mice, the role of Dlx3, which is dynamically expressed in the OEPD in amniotes, has not been addressed so far (Brown et al., 2005; Chen et al., 2017; Morasso et al., 1999). However, depletion of Dlx3 via morpholino-mediated knockdown in chicken shows that *Dlx3* is required for proper otic placode morphogenesis (Uribe et al., 2015). The downstream targets regulated by either Foxi1 and Foxi3 or Dlx3b/4b and Dlx3 are currently completely unknown. Comparative studies using transcriptome data from different organisms will be required to elucidate core vertebrate OEPD gene hierarchies and species-specific pathways. In this context, two otic transcriptome datasets have been generated. One revealed the transcriptome of the developing inner ear from OEPD to placodal stages (Chen et al., 2017). A second identified Fgf-dependent and Fgf-independent pathways occurring during otic placode induction (Yang et al., 2013).

Here, we present a transcriptome dataset of wild-type and Dlx3b/4b-depleted zebrafish embryos using the *pax8*:DsRed transgene, which labels the developing OEPD and kidney anlagen (Ikenaga et al., 2011). At late OEPD stages (6-9-somites or 12-13.5 h post fertilization, hpf), we performed fluorescence-activated cell sorting and the isolated transcripts from sorted cells of both samples were used for transcriptome profiling. Comparison of wild-type versus Dlx3b/4b-depleted samples reveals numerous differentially expressed genes. The most represented gene ontology terms refer to cilium movement, microtubule-based movement, axonemal dynein complex assembly and biomineral tissue development consistent with defects in sensory hair cell and otolith formation displayed in *dlx3b/4b* mutants at otic vesicle stages. A second transcriptome dataset obtained from wild-type and Atoh1b-depleted zebrafish embryos confirms the presence of an Atoh1b-dependent gene set. Using loss-of-function studies, we confirm that Atoh1b controls the proper expression of most of these genes and the subsequent formation of early-born sensory hair cells. Finally, we show that Atoh1b is not only required but also sufficient for the proper onset of gene expression and that the formation of early-born sensory hair cells can be rescued even in the absence of Dlx3b/4b.

## RESULTS

### Transcriptome profiling of wild-type and Dlx3b/4b-depleted embryos reveals numerous differentially regulated genes

In order to generate a zebrafish otic-enriched gene dataset, we employed heterozygous embryos of the *pax8*:DsRed transgene (Ikenaga et al., 2011), which labels the OEPD and nephric anlagen at early segmentation stages (Fig. 1A). To address the role of Dlx3b/4b specifically, we examined the genes expressed in the presence and absence of Dlx3b/4b. To this aim, we could not use *dlx3b/4b* mutants because *dlx3b/4b* mutants are embryonic lethal and can only be obtained from incrosses of heterozygous animals carrying the deletion allele of *dlx3b/4b* (Schwarzer et al., 2017). However, *dlx3b/4b* mutants do not show any phenotype and are indistinguishable from their wild-type siblings at OEPD stages, meaning we were unable to separate embryos from each other at this time point. Hence, we used depletion of Dlx3b/4b function via injection of antisense morpholino oligomers at the one-cell stage. Importantly, *dlx3b/4b* morpholino injections fully recapitulate the *dlx3b/4b* mutant phenotype (Schwarzer et al., 2017). Moreover, morpholino-mediated knockdown of Dlx3b/4b does not interfere with the expression of *pax8* (Solomon and Fritz, 2002) and the *pax8*:DsRed reporter is properly expressed even in the complete absence of *dlx3b/4b* (Hans et al., 2013). At late OEPD stages (6-9-somites or 12-13.5 hpf), wild-type and *dlx3b/4b* morpholino-injected embryos were dissociated prior to fluorescence-activated cell sorting to gate for live, single cells, out of which DsRed-positive cells were sorted and collected (Fig. 1B and Fig. S1). Subsequently, the isolated transcripts from sorted cells were used for RNA sequencing (RNAseq). 

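The RNAseq data comprised 3 wild-type and 3 *dlx3b/4b* morphant samples of *pax8*:DsRed-positive cells, numbered as replicates 1 to 3 in each group. The paper describes no control injection for the wild-type embryos. In these counts, effects of Dlx3b/4b loss therefore cannot be told apart from effects of the injection itself. The authors aligned the reads with GSNAP to the GRCz11 zebrafish genome and counted uniquely aligned reads per Ensembl gene with featureCounts. The deposited values are these raw read counts, without normalization. They list 32266 genes and 92 spike-in features, and the spike-in features had 0 counts in all samples. The total counts on genes were 27997259, 27373965 and 28480101 in wild-type replicates 1, 2 and 3. In morphant replicates 1, 2 and 3 they were 26250129, 25913117 and 23846555. Materials and Methods gives another depth, the number of sequenced reads per library, whereas all values given here use the counted reads. At these totals, 3 counts correspond to 0.105 to 0.126 CPM, counts scaled to the same library total,, which covers counting error only. Lowly expressed genes were removed with edgeR's filterByExpr, which left 17526 genes, and the counts were normalized with the TMM method. Differential expression was tested with edgeR's quasi-likelihood test, with the replicate number as a block beside the condition, and p-values were adjusted with the Benjamini-Hochberg procedure. The replicate number stood in for the clutch, because the paper's text does not assign clutches to samples. Genes with an adjusted p below 0.1 were called, the threshold given in Materials and Methods. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The counts are listed by Ensembl identifier without gene symbols, and 0 of the identifiers matched the RefSeq name table used here, so that genes are given by identifier or position. The counting is not stated to use the strand, and 5074 of the listed features overlap an exon of another gene.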

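The loci targeted by the knockdown were looked for by position, because the gene symbols were not paired with the counts. The knockdown used antisense morpholinos, and counts measure RNA and not protein. RNA levels at these loci therefore cannot tell whether Dlx3b/4b function was depleted. On chromosome 12 of GRCz11, 2 adjacent and convergent gene pairs have 3 exons in each gene and span less than the distance drawn between the target sites of the *dlx3b/4b* bigene cluster in Fig. S9. One pair spans 20356 bp and the other 4474 bp. The wider pair was followed as the position closer to the drawn distance, a choice made after counts had been seen, and its identity was not checked by sequence. Its first gene, at 5673443 to 5676963 on the forward strand, had 1347, 3855 and 881 raw counts in wild-type replicates 1, 2 and 3 and 1312, 2090 and 4257 in morphant replicates 1, 2 and 3. Normalized expression was 74.1 ± 61.3 CPM (SD, n = 3) in wild-type and 103.2 ± 67.7 CPM (SD, n = 3) in morphant samples. The log2 fold change was 0.54 (standard error 0.53, adjusted p = 0.595, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The second gene, at 5684659 to 5693798 on the reverse strand, had 6.16, 25.2 and 3.84 CPM in wild-type replicates 1, 2 and 3 and 4.26, 8.47 and 23.9 CPM in morphant replicates 1, 2 and 3. Its mean was 11.7 ± 11.7 CPM (SD, n = 3) in wild-type and 12.2 ± 10.4 CPM (SD, n = 3) in morphant samples. The log2 fold change was 0.08 (standard error 0.68, adjusted p = 0.959, from the same edgeR test). For both genes the difference between the groups was smaller than the spread between replicates. Without the replicate block the log2 fold changes were 0.48 and 0.06, with adjusted p of 0.646 and 0.970 from edgeR. The sign of both depended on which samples were left out.

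**Figure D1:**
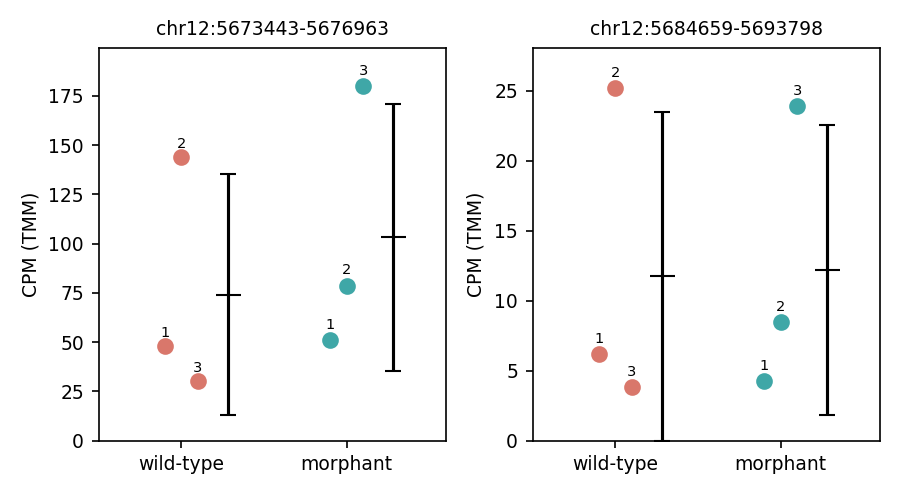
Normalized expression (CPM with TMM normalization, y axis) of the first (left) and second (right) gene of the chromosome 12 pair in wild-type and morphant samples. Points are samples labelled with their replicate number, and the bar beside each group gives the mean and SD; wild-type replicate 2 and morphant replicate 3 are the highest of their groups for both genes.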

Analysis of the read counts of known marker genes in wild-type samples showed that genes expressed during early inner ear and kidney development are highly enriched in the *pax8*:DsRed-sorted cells whereas genes associated with forebrain and muscle development are almost absent (Fig. S2A and Table S1). Similarly, downstream genes of the Fgf signaling pathway are highly overrepresented in *pax8*:DsRed-sorted cells, demonstrating the specificity of the fluorescence-activated cell sorting. Bioinformatic comparison using Euclidean distance and principal component analysis showed that the three biological wild-type and three biological Dlx3b/4b-depleted samples cluster together (Fig. S2B). 

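Euclidean distances were computed on log2 CPM values of the 17526 tested genes, with a prior count of 2. The mean distance between samples of different groups was 95.4, and the mean distance between samples of one group was 77.1, a ratio of 1.24. All 10 splits of the 6 samples into groups of 3 were compared, and the real split had the largest difference (exact permutation test, one-sided, p = 0.1, the smallest p this design allows). Within the wild-type group, replicates 1 and 3 lay 68.0 apart, whereas replicate 2 lay 89.8 from replicate 1 and 85.8 from replicate 3. Within the morphant group the distances were 73.2 between replicates 1 and 2, 83.1 between replicates 1 and 3 and 62.8 between replicates 2 and 3. Distances between the groups ranged from 75.7, for wild-type replicate 3 and morphant replicate 2, to 123.8, for wild-type replicate 2 and morphant replicate 1. The ranges within and between the groups thus overlapped. Hierarchical clustering cut into 2 clusters separated the 3 wild-type from the 3 morphant samples. The setting that moved the ratio most was DESeq2's variance-stabilizing transformation, with a ratio of 1.38.

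**Figure D2:**
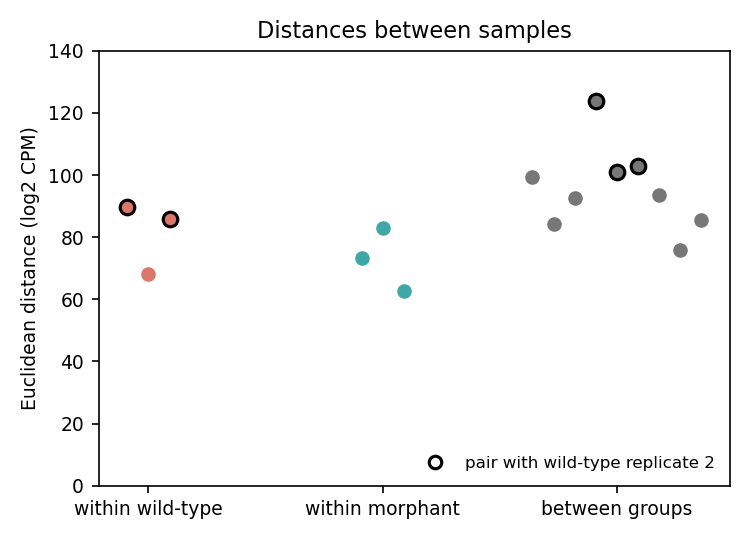
Euclidean distance in log2 CPM (y axis) for each pair of samples, within the wild-type group, within the morphant group and between the groups. Each point is a pair of samples, and pairs with wild-type replicate 2 are outlined; the smallest distance between the groups, 75.7, lies below both outlined distances within the wild-type group.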

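With the replicate number as a block, 1911 of the tested genes had an adjusted p below 0.1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is 10.9% of them. Of these, 850 were upregulated and 1061 downregulated in morphant samples. Without the block, the same test called 2405 genes, 1087 upregulated and 1318 downregulated, and 1789 genes were called by both models. To check whether the numbers pair the samples, each sample's deviation from its group mean was correlated across genes, which are not independent replicates. The mean r was 0.022 for samples with the same number and −0.013 for samples with different numbers. DESeq2 called 1985 genes with the block and 2953 genes without it. Among the alternatives set before the data were examined that used all 6 samples at this threshold, DESeq2 without the block moved the count most.

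**Figure D3:**
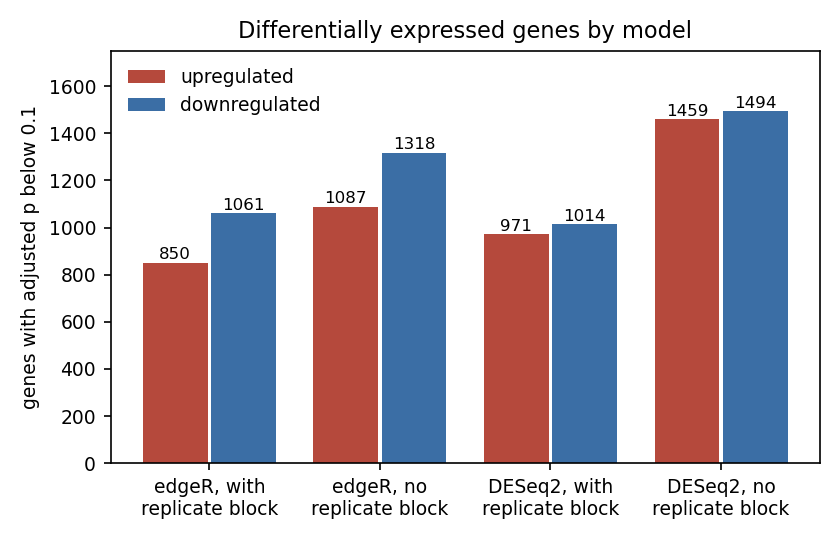
Number of genes with an adjusted p below 0.1 (y axis) with edgeR and DESeq2, each with and without the replicate block. Bars give upregulated and downregulated genes; downregulated genes outnumbered upregulated genes in each of the models.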

Applying a false discovery rate of 10%, the comparison of wild-type versus Dlx3b/4b-depleted samples revealed 3.015 differentially expressed genes (DEG) in total, with 1.486 being up- and 1.529 being downregulated (Fig. 1C and Table S2). Gene ontology (GO) analysis using the GOrilla gene ontology analysis tool (Eden et al., 2009) revealed cilium movement, microtubule-based movement, axonemal dynein complex assembly and biomineral tissue development among the most represented GO terms consistent with defective sensory hair cell and otolith formation in *dlx3b/4b* mutants (Fig. 1D and Fig. S2C). The GO analysis using all DEGs revealed mostly downregulated genes associated with the corresponding GO terms. We hence performed a separate GO analysis for upregulated genes only. Interestingly, this analysis revealed mostly GO terms associated with mesodermal tissue development (Fig. S3A).

**Fig. 1.**
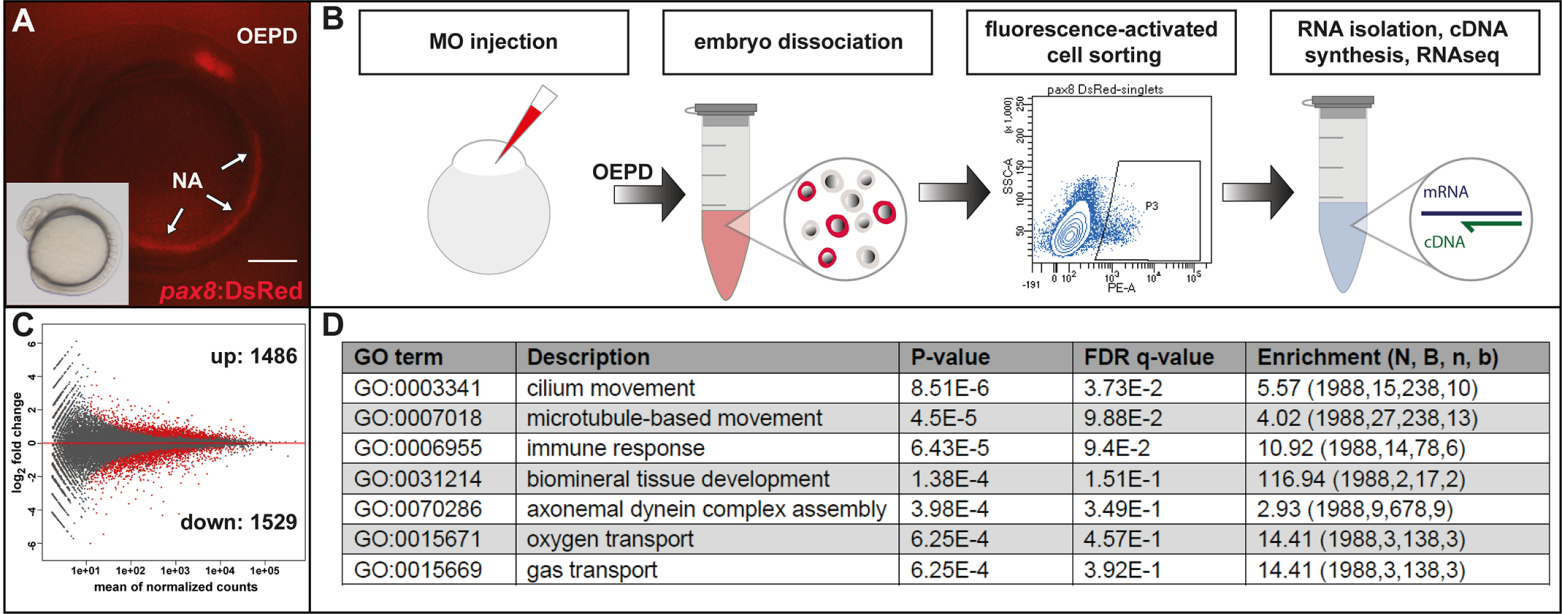
**Transcriptome analysis identifies genes regulated by Dlx3b/4b.** (A) Expression of *pax8*:DsRed in the otic-epibranchial progenitor domain (OEPD) and the nephric anlagen (NA) at the eight-somite stage (13 hpf). Lateral view. Scale bar: 250 µm. (B) Schematic illustration of the experimental procedures. Following *dlx3b/4b* morpholino injection at the one-cell stage, wild-type and *dlx3b/4b* morpholino-injected embryos were dissociated at late OEPD stages (12-13.5 hpf) followed by fluorescence-activated cell sorting. Subsequently, isolated transcripts from sorted, *pax8*:DsRed-positive cells were reverse transcribed into cDNA and used for transcriptome analysis (RNAseq). (C) Comparison of wild-type versus Dlx3b/4b-depleted samples with a false discovery rate of 10% revealed 3015 differentially expressed genes. 1486 and 1529 genes were up- and downregulated respectively. (D) Gene ontology (GO) analysis of the differentially expressed genes using the GOrilla gene ontology analysis tool (Eden et al., 2009). For more information see Material and Methods.

To validate our RNAseq data, we performed *in situ* hybridization on embryos at late OEPD stages (6-9-somites) obtained from incrosses of heterozygous animals carrying the deletion allele of *dlx3b/4b* (Schwarzer et al., 2017). 

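Among the 850 upregulated genes, the median log2 fold change was 0.67, with an interquartile range of 0.49 to 0.91. A log2 fold change of at least 1 was found for 163 upregulated genes (19.2%) and of at least 2 for 37. Among the 1061 downregulated genes, the median was −0.95, with an interquartile range of −1.34 to −0.62. Of these, 490 genes (46.2%) had a log2 fold change of −1 or below. When samples were left out, the 163 became 50 to 393 and the 490 became 112 to 750. The shares were 80.6% and 91.1% without replicate 1. In the other such fits they were 18.2% to 31.1% for upregulated and 36.5% to 61.9% for downregulated genes. The medians of the paired differences varied between replicates with an SD of 0.20 (n = 3 pairs) for upregulated and 0.087 (n = 3 pairs) for downregulated genes. The median of the mean raw counts over all samples was 866 for upregulated and 331 for downregulated genes. Of the upregulated genes with a mean count above 100, which were 759, only 78 had a log2 fold change of at least 1. The largest rise among those with the same direction in all 3 same-numbered pairs was found for ENSDARG00000006151, at 21338649 to 21379959 on chromosome 16 (reverse strand, 20 exons). It had 2, 98 and 113 raw counts in wild-type replicates 1, 2 and 3 and 277, 262 and 263 in morphant replicates 1, 2 and 3. Its log2 fold change was 2.45 (standard error 0.71, adjusted p = 0.0812, edgeR with Benjamini-Hochberg adjustment), and it was not called without the block (adjusted p = 0.110, edgeR). The next was ENSDARG00000079403, at 34923256 to 34940827 on chromosome 5 (reverse strand, 7 exons), with 183, 220 and 278 raw counts in wild-type and 698, 1216 and 1398 in morphant samples. Its log2 fold change was 2.40 (standard error 0.15, adjusted p = 0.000496, edgeR with Benjamini-Hochberg adjustment), and 2.44 without the block (adjusted p = 0.00208, edgeR).

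**Figure D4:**
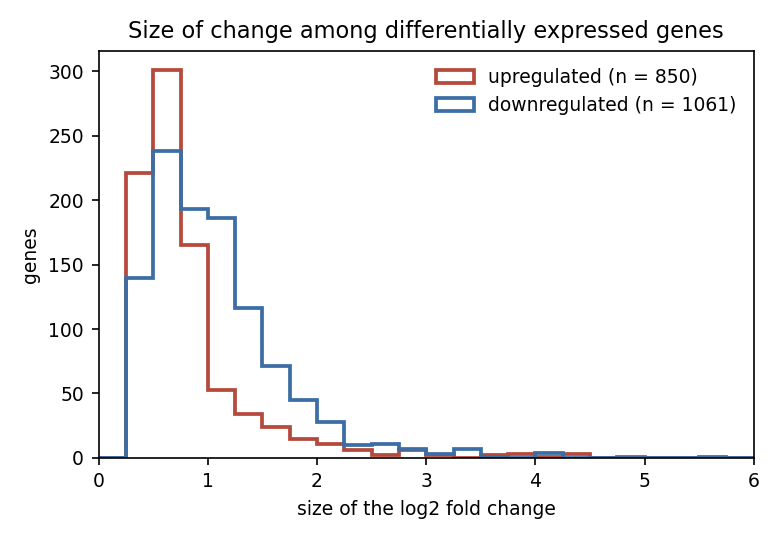
Size of the log2 fold change (x axis) against the number of genes (y axis) for upregulated and downregulated genes with an adjusted p below 0.1 in the model with the replicate block. Lines outline the histograms of both directions; upregulated genes lie mostly below 1, where 163 genes reach or exceed it, against 490 downregulated genes.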

Analysis of upregulated genes, like *aldh1a2* and *etv5b*, did not corroborate the RNAseq data, presumably due to only moderate upregulation, which is not resolved by *in situ* hybridization and rather masked by the endogenous gene expression (Fig. S3B). Hence, we turned towards downregulated DEGs and analyzed more than 30 downregulated DEGs that either showed a high log2 fold change and a read count >100 or represented known otic genes. 

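A mean raw count above 100 over the 6 samples was found for 839 of the downregulated genes. Of these, 274 had a log2 fold change of −1 or below and 20 of −2 or below. The count of 274 ranged from 99 to 364 across the alternatives that were set before the data were examined. The requirement of a mean count above 100 and the same direction in all 3 same-numbered pairs was met by 837 downregulated genes. The largest fall among them was found for ENSDARG00000056680, at 23917801 to 23924720 on chromosome 14 (forward strand, 4 exons). It had 514, 2052 and 453 raw counts in wild-type replicates 1, 2 and 3 and 12, 43 and 80 in morphant replicates 1, 2 and 3, or 36.9 ± 34.5 and 1.82 ± 1.47 CPM (SD, n = 3 each). Its log2 fold change was −4.19 (standard error 0.58, adjusted p = 0.00755, edgeR with Benjamini-Hochberg adjustment), and −4.35 without the block (adjusted p = 0.0116, edgeR). ENSDARG00000102036 followed, at 4195314 to 4201017 on chromosome 2 (forward strand, 4 exons). Its raw counts were 1238, 4547 and 1266 in wild-type and 47, 124 and 167 in morphant samples, or 85.8 ± 72.9 and 4.52 ± 2.61 CPM (SD, n = 3 each). Its log2 fold change was −4.10 (standard error 0.43, adjusted p = 0.00253, edgeR with Benjamini-Hochberg adjustment), and −4.25 without the block (adjusted p = 0.00626, edgeR). For both genes every morphant sample lay below every wild-type sample. No exon of either gene overlaps another gene in the annotation.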

So far only *atoh1b* has been shown to be completely lost in the OEPD in the absence of Dlx3b/4b (Millimaki et al., 2007). This finding was confirmed by our RNAseq data and *in situ* hybridization in which a complete loss of *atoh1b* was observed in a quarter of the embryos (Fig. 2A). *In situ* hybridization of known genes like *ptchd3a*, *stc2a*, *robo4*, *sox9b* and *pcdh7b* as well as novel transcripts like *si:ch211-137a8.2* (the human orthologue that has been implicated in autosomal recessive nonsyndromic deafness 76) and *zgc:194210* corroborated our RNAseq data and displayed either a complete loss or severe reduction of the respective gene in a quarter of the embryos (Fig. 2B-H). Transcripts associated with GO terms related to cilium movement and microtubule-based movement, like *rsph9*, axonemal dynein complex assembly, like *ccdc103*, or biomineral tissue development, like *fam20cb*, were also absent in the OEPD of *dlx3b/4b* mutants, as expected from our RNAseq data (Fig. 2I-K). Interestingly, several genes including *klhl14*, *mcf2lb*, *irx4b* and *agr2* which orthologues have been identified to be expressed within the chicken OEPD (Chen et al., 2017), were also confirmed to be regulated by Dlx3b/4b (Fig. 2L-O). To investigate whether additional genes are expressed in the OEPD of both species, we compared our gene set of downregulated DEGs with the otic-enriched transcripts identified in the chick OEPD provided in Table S2 from Chen et al., 2017. To enable a comparison, we used the online tool g:Profiler (Raudvere et al., 2019), in which the orthology search g:Orth translates gene identifiers between organisms and provides orthologous gene mappings based on the information retrieved from Ensembl. The before mentioned Table S2 from Chen et al., 2017 contains in total 2016 entries with Ensembl gene IDs which corresponded to 1846 transcripts with an ensgal gene ID (Fig. S4). Our list of downregulated DEGs comprises 1529 genes in total converting into 1172 genes with a respective ensgal gene ID. The subsequent comparison (1846 versus 1172) revealed 114 genes that are regulated by Dlx3b/4b in zebrafish as well as are expressed in the OEPD of chicken (Table S3). Taken together, we obtained a zebrafish OEPD-specific gene set that comprises genes regulated by the transcription factors Dlx3b/4b. Moreover, 114 genes are also found to be expressed during early avian inner ear development indicating the existence of a presumptive vertebrate gene module active during early inner ear development.

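Among all tested genes, whether called or not, 5524 (31.5%) had wild-type and morphant values that did not overlap, where chance gives 10%. The paper concludes that its set comprises genes regulated by Dlx3b/4b. It draws on genes with lower counts in Dlx3b/4b-depleted samples and on *in situ* hybridization (Fig. 2). The hybridization used embryos from incrosses of carriers of the *dlx3b/4b* deletion allele. There, the genes shown were lost or reduced in the OEPD of mutants.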

**Fig. 2.**
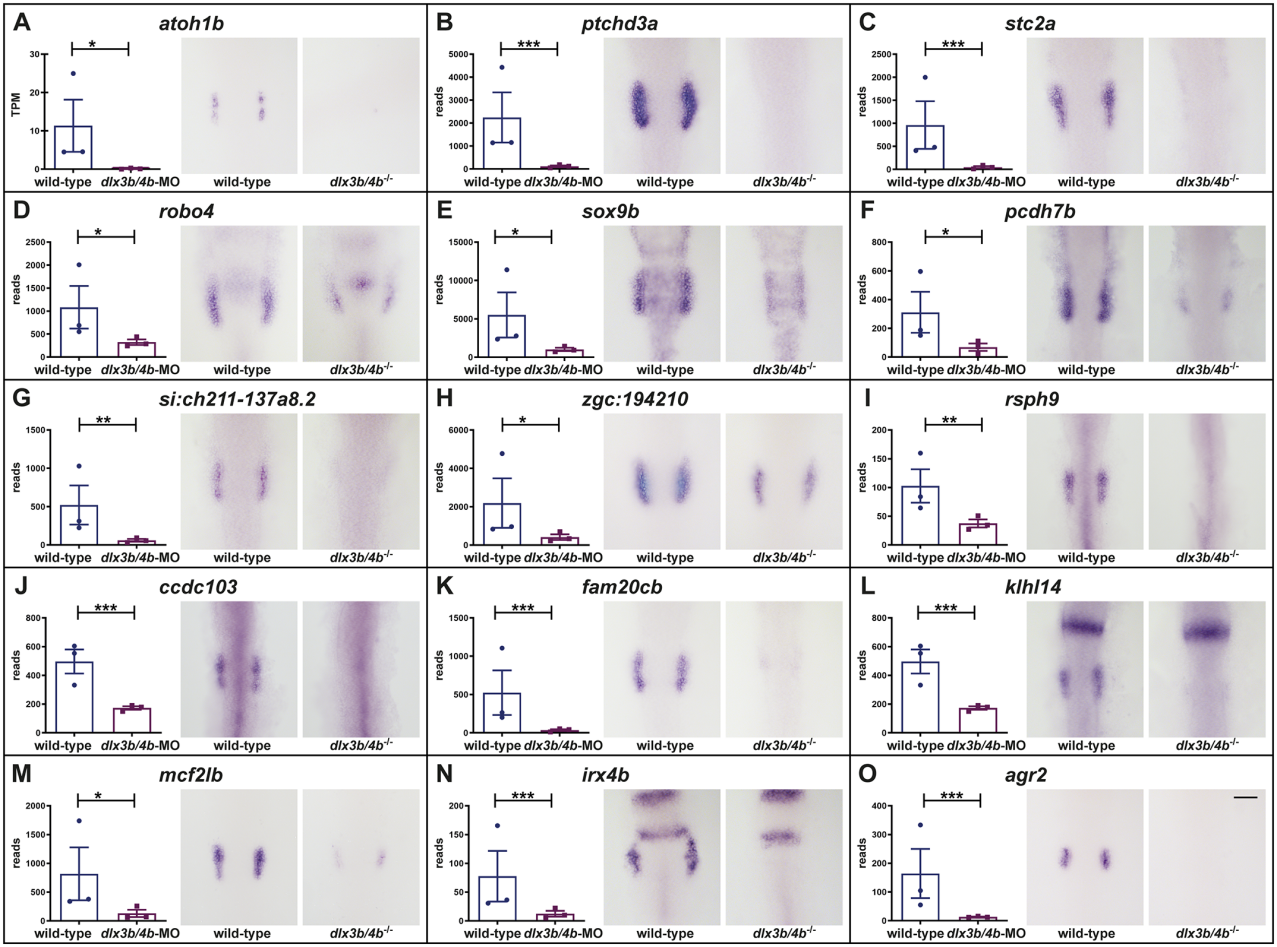
**Dlx3b/4b controls the expression of numerous known and novel transcripts in the OEPD.** In comparison to wild-type siblings, RNAseq and *in situ* hybridization show a downregulation of *atoh1b* (A), *ptchd3a* (B), *stc2a* (C), *robo4* (D), *sox9b* (E), *pcdh7b* (F), *si:ch211-137a8.2* (G), *zgc:194210* (H), *rsph9* (I), *ccdc103* (J), *fam20cb* (K), *klhl14* (L), *mcf2lb* (M), *irx4b* (N) and *agr2* (O) in the OEPD of *dlx3b/4b* mutants at the six-somite stage (12 hpf). Dorsal views, anterior to the top. Scale bar: 100 µm. Except for *atoh1b*, plots show the read counts of the individual genes including standard deviation. Expression levels of *atoh1b* are given in transcripts per million (TPM) because it is annotated to belong to chrUn_KN150642v1 and mapping was done only against known chromosomes. Significance was based on the padj values which were calculated to control the false discovery rate and was assigned to the following ranges: ***: 0-0.001; **: 0.001-0.01; *: 0.01-0.01; not significant: 0.1-1.0.

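The deposited counts list 565 genes on 340 unplaced scaffolds, and all of them had 0 counts in all 6 samples. On the scaffold chrUn_KN150642v1 there are 2 genes, each with 0 counts in the 3 wild-type and the 3 morphant samples. Because reads were mapped only against known chromosomes, a count of 0 on these scaffolds gives no measure of expression.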

### Dlx3b/4b regulates an Atoh1b-dependent gene set

In the course of the validation using *in situ* hybridization, we noticed that the expression of many DEGs is highly reminiscent of the dynamic expression of *atoh1b*. Atoh1b is required for the formation of early-born hair cells (also known as tether cells) that seed and anchor the formation of otoliths, large solidified bio-crystals that mediate vestibular function (Millimaki et al., 2007; Schwarzer et al., 2017). In contrast to *pax8*, *pax2a* and *dlx3b* which are expressed in the entire OEPD, *atoh1b* displays a restricted expression. It is initially expressed in a single domain abutting the hindbrain and becomes progressively constricted to two separate patches that correspond to the future anterior and posterior prosensory domains (Millimaki et al., 2007; Radosevic et al., 2014). In addition to *foxj1b*, a known downstream target of Atoh1b within the OEPD (Yu et al., 2011), *in situ* hybridization of further genes like *mns1*, *ulk1a*, *cdr2 l*, *has3*, *cxcl14* and *gfi1ab* as well as novel transcripts like *si:dkey222f2.1* and *zgc:158291* showed an *atoh1b*-like OEPD expression and were completely absent in the OEPD of *dlx3b/4b* mutant embryos (Fig. 3A-I).

**Fig. 3.**
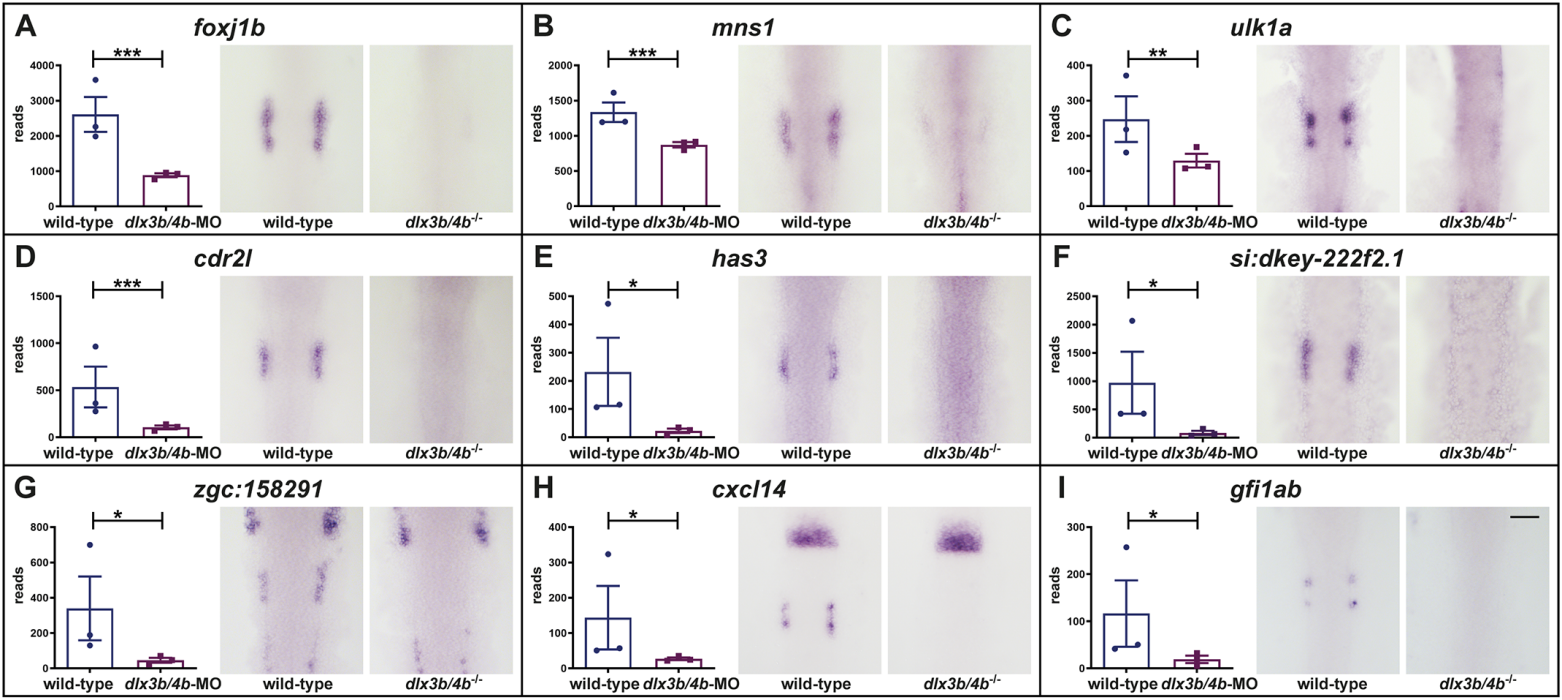
**Dlx3b/4b controls the expression of genes mimicking the expression pattern of *atoh1b*.** Similar to *atoh1b*, *foxj1b* (A), *mns1* (B), *ulk1a* (C), *cdr2l* (D), *has3* (E), *si:dkey-222f2.1* (F), *zgc:158291* (G), *cxcl14* (H) and *gfi1ab* (I) show a restricted expression in the OEPD. In comparison to wild-type siblings, RNAseq and *in situ* hybridization at the six-somite stage (12 hpf) show downregulation of all aforementioned genes in the OEPD of *dlx3b/4b* mutants. Dorsal views, anterior to the top. Scale bar: 100 µm. Plots show the read counts of the individual genes including standard deviation. Significance was based on the padj values which were calculated to control the false discovery rate with the following ranges: ***: 0-0.001; **: 0.001-0.01; *: 0.01-0.01; not significant: 0.1-1.0.

To further investigate whether these DEGs are not only expressed similarly to *atoh1b* but are actually regulated by Atoh1b, we repeated the experiment shown in Fig. 1B but this time in the presence and absence of Atoh1b. Depletion of Atoh1b function was achieved via morpholino injection at the one-cell stage (Millimaki et al., 2007). Again, wild-type and *atoh1b* morpholino-injected embryos were dissociated at late OEPD stages (6-9-somites) followed by fluorescence-activated cell sorting using the established gating strategy. Subsequently, the isolated transcripts from sorted, *pax8*:DsRed-positive cells were used for RNAseq. Bioinformatic comparison using Euclidean distance and principal component analysis showed that the three biological Atoh1b-depleted samples cluster together (Fig. S5A). In contrast, one wild-type sample diverged significantly from the other two wild-type samples and was therefore dismissed in the further analysis (Fig. S5B). Applying a false discovery rate of 10%, the comparison of wild-type versus Atoh1b-depleted samples revealed 719 DEGs in total, with 438 being upregulated and 281 being downregulated (Fig. S5C and Table S4).

To validate the obtained RNAseq data with *in situ* hybridization, we established an unambiguous null allele of *atoh1b*. To this aim, two CRISPR/Cas9 target sites separated by 1.924 bp up- and downstream of *atoh1b* were chosen to eliminate the entire open reading frame (Fig. S6A). Following establishment of the deletion, *in situ* hybridization against *atoh1b* in embryos at 24 hpf obtained from incrosses of heterozygous carriers showed a complete loss of *atoh1b* mRNA in a quarter of the clutch, corroborating the absence of the *atoh1b* gene (Fig. S6B). Consistent with the previous phenotypic description following *atoh1b* morpholino injection (Millimaki et al., 2007), a single, initially untethered otolith was observed in a quarter of the embryos indicating that the *atoh1b* morpholino reliably phenocopies the *atoh1b* loss-of-function mutation with respect to inner ear development (Fig. S6C). The single otolith becomes tethered after 30 hpf and genotyping confirms that the single otolith phenotype harbors the *atoh1b* deletion allele only (Fig. S6D). In contrast, randomly selected embryos with wild-type morphology contained the wild-type allele either in homozygosity or in combination with the *atoh1b* deletion allele. The newly established *atoh1b* deletion allele was subsequently used to validate the RNAseq data.

To this aim, *in situ* hybridization was performed on embryos at late OEPD stages (6-9-somites) obtained from incrosses of heterozygous *atoh1b* carriers. Consistent with the RNAseq data, *foxj1b*, *mns1*, *ulk1a*, *cdr2l*, *has3*, *si:dkey222f2.1* and *zgc:158291* were severely reduced or completely absent in the OEPD of *atoh1b* mutant embryos (Fig. 4A-G). Moreover, also *cxcl14* and *gfi1ab* transcripts could not be detected in the OEPD of *atoh1b* mutant embryos, although RNAseq indicated reduced expression but did not identify them as significantly regulated genes (Fig. 4H, I). In contrast, other Dlx3b/4b-regulated genes with widespread OEPD expression like *ptchd3a*, *fam20cb* or *irx4b* did not show any differential gene expression neither based on RNAseq nor with *in situ* hybridization (Fig. 4J-L). Finally, to identify additional genes downstream of Dlx3b/4b and Atoh1b, we compared the downregulated DEGs following Dlx3b/4b depletion with the downregulated DEGs following Atoh1b depletion. Whereas the former list contained 1529 DEGs, the latter contained only 281 DEGs. The subsequent comparison revealed 52 genes to be downregulated following Dlx3b/4b as well as Atoh1b depletion (Fig. S7 and Table S5). Taken together, our results show the existence of an Atoh1b-regulated gene set.

**Fig. 4.**
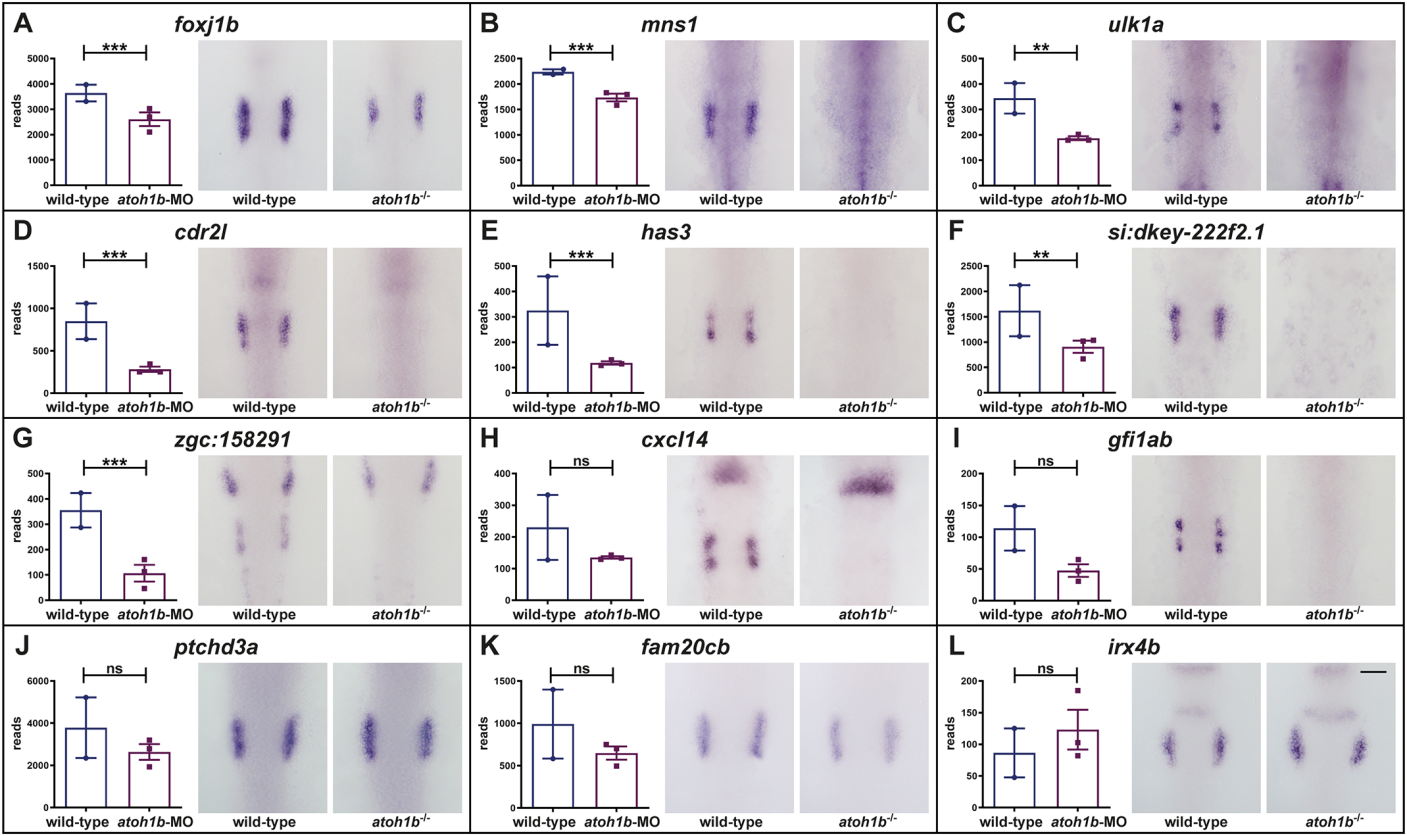
**Atoh1b controls the expression of numerous genes in the OEPD.** In comparison to wild-type siblings, RNAseq and *in situ* hybridization show downregulation of *foxj1b* (A), *mns1* (B), *ulk1a* (C), *cdr2l* (D), *has3* (E), *si:dkey-222f2.1* (F) and *zgc:158291* (G) in the OEPD of *atoh1b* mutants. Expression of *cxcl14* (H) and *gfi1ab* (I) is also absent in the OEPD of *atoh1b* mutants although RNAseq indicates a trend but no significant difference. Expression of *ptchd3a* (J), *fam20cb* (K) and *irx4b* (L) are not affected in *atoh1b* mutants neither based on the RNAseq data nor by *in situ* hybridization. Dorsal views, anterior to the top. Scale bar: 100 µm. Plots show the read counts of the individual genes including standard deviation. Significance was based on the padj values which were calculated to control the false discovery rate with the following ranges: ***: 0-0.001; **: 0.001-0.01; *: 0.01-0.01; not significant: 0.1-1.0.

### Ectopic Atoh1b expression rescues sensorigenesis in the absence of Dlx3b/4b

To further analyze the Atoh1b-regulated genes, we generated a stable transgenic line that allowed us to express *atoh1b* conditionally throughout the entire embryo. To this aim, a single open reading frame coding for mCherry and Atoh1b separated by the viral T2A peptide sequence was placed under the control of the zebrafish temperature-inducible *heat shock cognate 70-kd protein, like* (*hsp70l*) promoter (Fig. S8A). We tested the reliability of the line by monitoring mCherry and *atoh1b* expression in transgenic animals before and after heat shock. At permissive temperatures, no expression of fluorescent mCherry is observed. In contrast, strong and ubiquitous mCherry is present following 2-3 h post heat treatment at 28 hpf (Fig. S8B). To monitor the activity of the *hsp70l* promoter after completion of the heat treatment in more detail, we performed heat treatments at the end of gastrulation (10 hpf) just prior to the onset of endogenous *atoh1b* expression in the OEPD. Prior to heat treatment, all embryos from a cross between heterozygous *hsp70l:mCherry-T2a-atoh1b* and wild-type fish show no *atoh1b* expression (Fig. S8C). Following a 30 min heat treatment, we observe strong and ubiquitous expression of *atoh1b* in approximately 50% of the progeny. Expression levels of *atoh1b* under these conditions are very high and mask endogenous *atoh1b* expression. Ectopic *atoh1b* transcripts are gradually lost within approximately 4.5 h and heat-treated transgenic embryos are indiscernible from non-transgenic siblings with respect to *atoh1b* expression at 5 h post heat treatment (Fig. S8C). However, persistent mCherry fluorescence still enables easy identification of heat-treated, transgenic embryos. Hence, heat treatment results in a transient but strong and ubiquitous overexpression of *atoh1b* in mCherry-labelled embryos. To address the function of the Atoh1b-regulated genes, we combined the *hsp70l:mCherry-T2a-atoh1b* transgene with the *dlx3b/4b* deletion allele and performed crosses with heterozygous animals carrying the *dlx3b/4b* deletion allele only (Fig. 5A). The obtained progeny were raised to 10 hpf and split into two groups. One group underwent a 30 min heat treatment and the second group served as the untreated control. Prior to fixation of both samples at 3 h post heat treatment, mCherry-negative embryos were removed from the heat-treated sample. Subsequently, *in situ* hybridization with the identified Atoh1b-dependent genes was performed with both samples. As expected by the Mendelian laws of inheritance, expression of *foxj1b* was downregulated within the OEPD in one quarter of the embryos in the untreated control sample (Fig. 5B, Table 1). In contrast, all embryos of the heat-treated sample displayed not only *foxj1b* expression within the OEPD but also ectopically in the preplacodal region anterior and posterior to the OEPD. The fact that all embryos showed *foxj1b* expression indicated that ectopic Atoh1b activity is able to rescue *foxj1b* expression even in the absence of Dlx3b/4b. To corroborate this finding, we genotyped embryos following *in situ* hybridization using our previously established multiplex PCR (Fig. S9) (Schwarzer et al., 2017). Genotyping of two embryos from the untreated sample with regular *foxj1b* expression displayed the wild-type allele shown by the presence of a 473 base pair (bp) fragment either in homozygosity or in combination with the *dlx3b/4b* deletion allele shown by a 618 bp amplicon (Fig. 5C). Two embryos from the same untreated sample but lacking *foxj1b* expression displayed the presence of the *dlx3b/4b* deletion allele only. Genotyping of twelve randomly selected embryos with strong *foxj1b* expression from the heat-treated sample identified them as wild-type and heterozygous. However, also two embryos harboring the *dlx3b/4b* deletion allele only were identified. Further analysis of *zgc:158291*, *cxcl14* and *gfi1ab* resulted in the same finding, although strong expression of *cxcl14* and *gfi1ab* was restricted to the OEPD and only *zgc:158291* showed an ectopic expression in the preplacodal region anterior and posterior to the OEPD similar to *foxj1b* (Fig. 5D-F, Table 1). Interestingly, not all Atoh1b-regulated genes were rescued and the ratio of embryos with and without *has3* and *cdr2l* expression was similar in untreated control and heat-treated samples (Fig. 5G,H, Table 1). As expected, ectopic expression of *atoh1b* did not rescue the expression of *fam20cb* which displays an OEPD-wide expression and is associated with the GO term biomineral tissue development (Fig. 5I, Table 1).

**Fig. 5.**
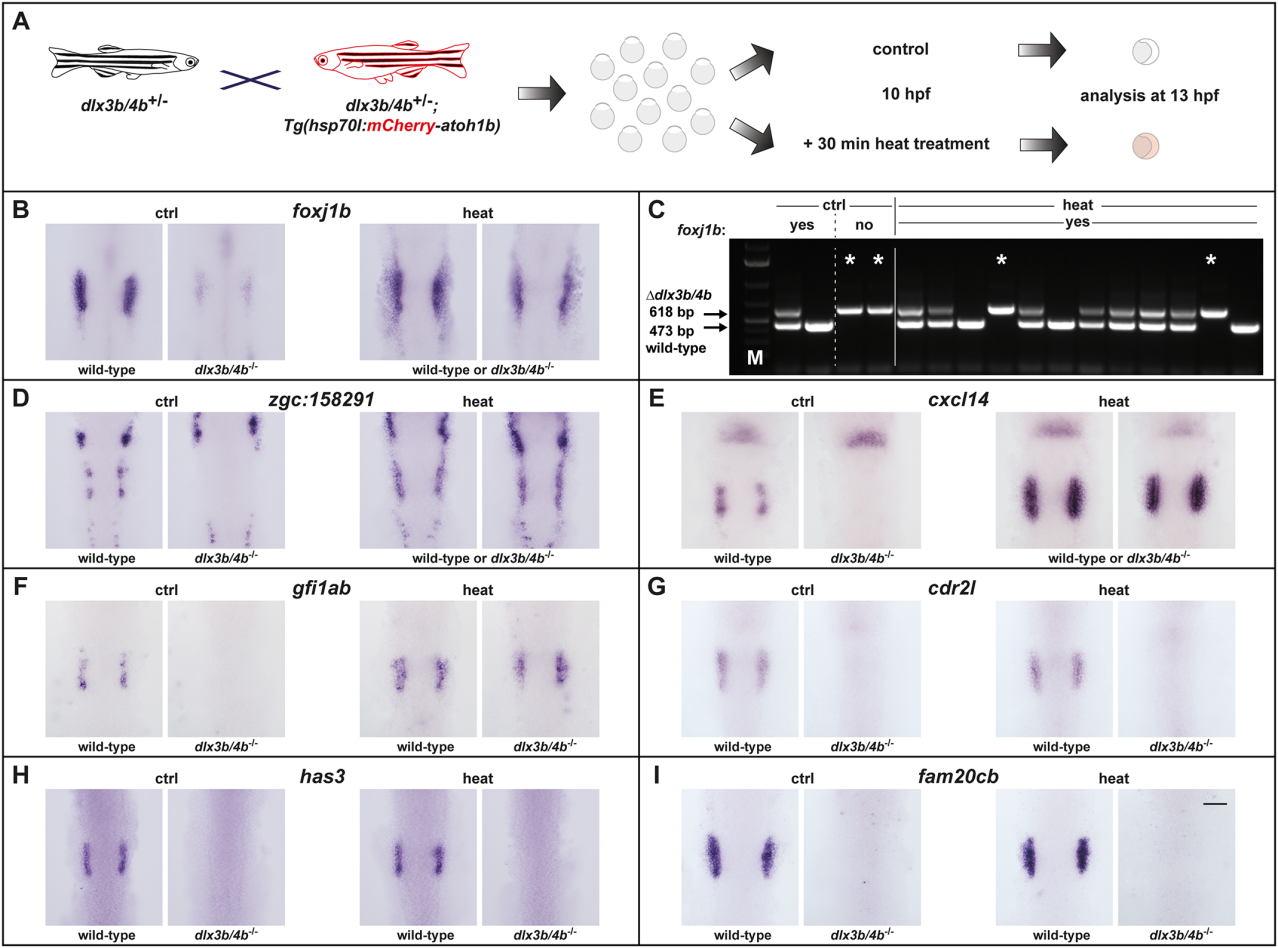
**Ectopic Atoh1b rescues gene expression in the OEPD in the absence of Dlx3b/4b.** (A) Scheme of the experimental outline. Progeny were obtained from heterozygous animals carrying the *dlx3b/4b* deletion allele (*dlx3b/4b*^+/−^) crossed with animals carrying the *dlx3b/4b* deletion allele as well as the transgene to misexpress *atoh1b* conditionally [*dlx3b/4b*^+/−^;*Tg(hsp70l:mCherry-T2a-atoh1b)*], both in heterozygosity. At 10 hpf, the clutch was split and either treated with heat or served as untreated control. At 13 hpf, corresponding to late OEPD stages, heat-treated embryos were sorted for mCherry fluorescence and subsequently fixed for analysis just as untreated controls. (B) In untreated controls (ctrl), *foxj1b* is robustly expressed in the majority of the embryos (wild-type) whereas one quarter displays a significant downregulation (*dlx3b/4b*^−/−^). In contrast, all heat-treated embryos (heat), show a widespread *foxj1b* expression, even extending the common OEPD territory. (C) Multiplex PCR reveals the genotype of individual embryos following *in situ* hybridization. *dlx3b/4b* mutants are indicated with an asterisk. Two embryos of untreated controls with a strong *foxj1b* expression carry the wild-type allele detected with a 473 base pairs (bp) amplicon in homozygosity or in combination with the *dlx3b/4b* deletion allele detected with a 618 bp amplicon. In contrast, two embryos of untreated controls with strongly reduced *foxj1b* expression show only presence of the *dlx3b/4b* deletion allele (asterisk). Out of 12 heat-treated embryos with strong *foxj1b* expression, two embryos carry the *dlx3b/4b* deletion allele only (asterisk). M indicates marker for molecular size standard. (D-F) Expression of *zgc:158291* (D), *cxcl14* (E) and *gfi1ab* (F) behave similar to *foxj1b* in response to misexpression of *atoh1b*. (G,H) Expression of *cdr2l* (G) and *has3* (H) is unchanged after misexpression of *atoh1b*. (I) Similarly, ectopic expression of *atoh1b* is not able to rescue *fam20cb* expression. (B, D-I) Dorsal views, anterior to the top. Scale bar: 100 µm.

**Table 1.**
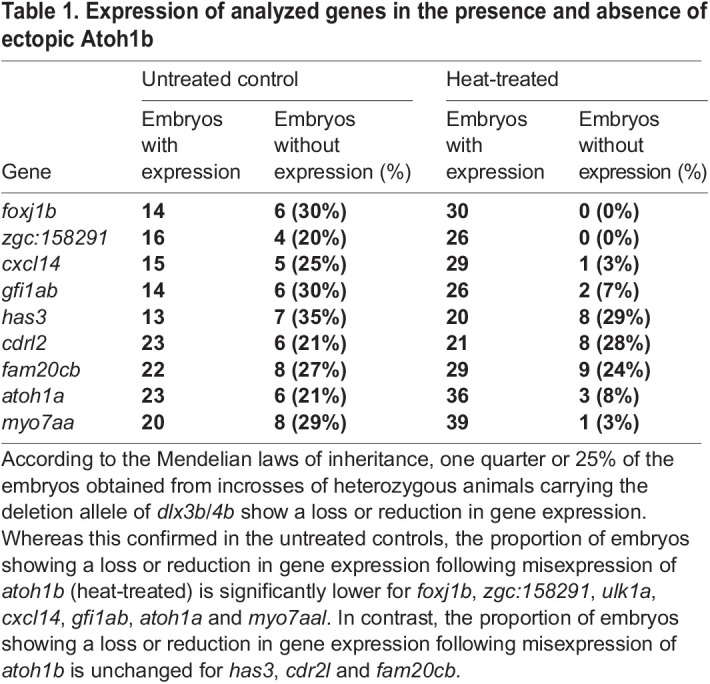
Expression of analyzed genes in the presence and absence of ectopic Atoh1b

One of the analyzed genes, the transcription factor Gfi1, has been shown to be required for hair cell differentiation and survival (Wallis et al., 2003). Hence, we looked into subsequent sensorigenesis in more detail. To this aim, we repeated the previous experiment using the *hsp70l:mCherry-T2a-atoh1b* transgene in the background of the *dlx3b/4b* deletion allele. Again, the obtained progeny were raised to 10 hpf and split into two groups. One group underwent a 30 min heat treatment and the second group served as the untreated control. mCherry-negative embryos were removed from the heat-treated sample prior to fixation of the samples at 15 and 21 hpf, which corresponds to placodal and vesicle stages, respectively (Fig. 6A). We first analyzed expression of *atoh1a*, which is initiated in discrete anterior and posterior domains of the otic placode at 14 hpf corresponding to the prospective utricular and saccular maculae of the otic vesicle (Millimaki et al., 2007). As expected, we found a loss of *atoh1a* expression within the otic lineage in one quarter of the embryos in the untreated control sample (Fig. 6B, Table 1). In contrast, the vast majority of embryos of the heat-treated sample displayed *atoh1a* expression within the otic territory. This indicated that ectopic Atoh1b activity is also able to rescue *atoh1a* expression even in the absence of Dlx3b/4b. To confirm this finding, we genotyped embryos from both samples following *in situ* hybridization. Similar to *foxj1b*, we found that presence and absence of otic *atoh1a* expression in embryos of the untreated control sample depends on the presence and absence of the *dlx3b/4b* wild-type allele (473 bp fragment), respectively (Fig. 6C). Genotyping of twelve randomly selected embryos with otic *atoh1b* expression from the heat-treated sample, however, revealed the presence of two embryos showing otic *atoh1a* expression despite harboring the *dlx3b/4b* deletion allele only (618 bp fragment). To investigate if even early-born hair cells (also known as tether cells) are also formed in the absence of Dlx3b/4b, we analyzed *myosin VIIAa* (*myo7aa*) expression at 21 hpf (Ernest et al., 2000). At this stage, *myo7aa* is expressed in discrete anterior and posterior cells of the otic vesicle corresponding to the prospective utricular and saccular maculae in wild-type embryos. In contrast, *myo7aa* expression is absent in otic vesicles of *dlx3b/4b* mutants which can be easily identified based on their significantly smaller otic vesicles due to compromised otic induction (Schwarzer et al., 2017). Consistently, we found in the untreated control sample that all embryos with a wild-type-sized otic vesicle showed proper *myo7aa* expression, whereas one quarter of embryos displaying smaller otic vesicles lacked *myo7aa* expression (Fig. 6D, Table 1). In the heat-treated sample however, almost all embryos displayed otic *myo7aa* expression, even embryos with a reduced otic vesicle size. This finding was corroborated using genotyping. Again, otic expression of *myo7aa* in untreated specimen was directly linked to the presence of the *dlx3b/4b* wild-type allele (473 bp fragment), whereas presence of the *dlx3b/4b* deletion allele (618 bp fragment) was associated with absence of *myo7aa* in untreated embryos (Fig. 6E). In contrast, genotyping of six embryos displaying smaller otic vesicles but detectable otic *myo7aa* expression from the heat-treated sample revealed that all six embryos were *dlx3b/4b* mutants. Taken together, these data show that Atoh1b expression controls the expression of several early sensory specification genes and that ectopic Atoh1b activity is able to rescue the formation of early-born hair cells even in the absence of Dlx3b/4b.

**Fig. 6.**
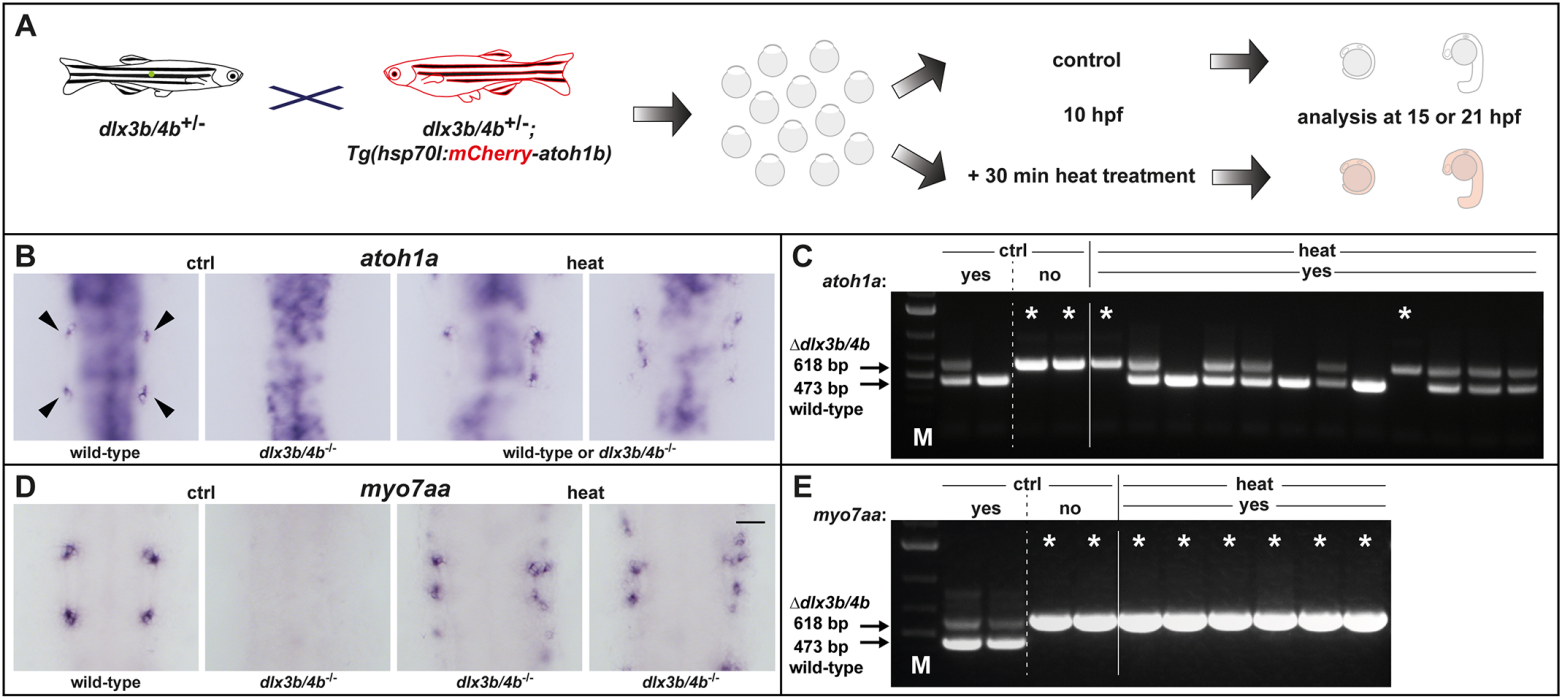
**Ectopic Atoh1b rescues otic sensorigenesis in the absence of Dlx3b/4b.** (A) Scheme of the experimental outline. Progeny were obtained from heterozygous animals carrying the *dlx3b/4b* deletion allele (*dlx3b/4b*^+/−^) crossed with animals carrying the *dlx3b/4b* deletion allele as well as the transgene to misexpress *atoh1b* conditionally [*dlx3b/4b*^+/−^;*Tg(hsp70l:mCherry-T2a-atoh1b)*], both in heterozygosity. At 10 hpf, the clutch was split and either treated with heat or served as untreated control. At 15 or 21 hpf, corresponding to placodal or vesicle stages, heat-treated embryos were sorted for mCherry fluorescence and subsequently fixed for analysis just as untreated controls. (B) In untreated controls (ctrl) at 15 hpf, *atoh1a* is expressed in the majority of the embryos in discrete anterior and posterior domains of the otic placode (arrows in wild-type) whereas one quarter display a complete absence of *atoh1a* (*dlx3b/4b*^−/−^). In heat-treated embryos (heat), otic *atoh1a* expression is less regular but present in the majority of embryos. (C) Multiplex PCR reveals the genotype of individual embryos following *in situ* hybridization. *dlx3b/4b* mutants are indicated with an asterisk. Two embryos of untreated controls with proper *atoh1b* expression carry the wild-type allele (473 bp amplicon) in homozygosity or in combination with the *dlx3b/4b* deletion allele (618 bp amplicon). Two embryos of the same, untreated controls with no *atoh1b* expression show only presence of the *dlx3b/4b* deletion allele (asterisk). Out of 12 heat-treated embryos with *atoh1b* expression, two embryos carried the *dlx3b/4b* deletion allele only (asterisk). M indicates marker for molecular size standard. (D) Expression of the hair-cell marker *myo7aa* is present anteriorly and posteriorly in the otic vesicle of untreated, wild-type controls at 21 hpf. In contrast, *myo7aa* expression is absent in *dlx3b/4b* mutant embryos, which can be recognized based on smaller otic vesicles. In the heat-treated sample, *myo7aa* expression is found in several embryos with reduced otic vesicles. (E) Multiplex PCR corroborates the finding following *in situ* hybridization. *dlx3b/4b* mutant embryos are indicated with an asterisk. Two embryos of untreated controls with proper *myo7aa* expression carry the wild-type allele in combination with the *dlx3b/4b* deletion allele. Two embryos of the same, untreated control sample with no *myo7aa* expression show only presence of the *dlx3b/4b* deletion allele (asterisk). All six embryos with a reduced otic vesicle size but detectable *myo7aa* expression carry the *dlx3b/4b* deletion allele only (asterisk). M indicates marker for molecular size standard. (B,D) Dorsal views, anterior to the top. Scale bar: 75 µm.

## DISCUSSION

Formation of the otic placode, a small epithelial thickening adjacent to the developing hindbrain, is the first morphological manifestation of inner ear development. So far, signaling molecules from different families secreted from surrounding tissues have been identified and govern otic fate induction and differentiation. In particular, Fgf signaling is of key importance to initiate the induction process followed by Wnt signaling as otic fate acquisition progresses (Sai and Ladher, 2015). However, the interplay of factors within the OEPD and their hierarchical organization are only beginning to be understood. Genome-wide transcriptome analysis can be used to identify regulatory modules and comparative approaches using different model organisms will shed light to distinguish species-specific as well as core vertebrate modules. In a first approach, a microarray comparison of otic genes versus non-otic ectodermal genes in the chick embryo revealed that FGF signaling is sufficient to activate an initially small number of otic genes (Yang et al., 2013). Subsequent work, supported the Fgf signaling-dependent induction of only a small set of transcription factors that establish positive feedback loops and thereby stabilize otic progenitor identity (Anwar et al., 2017). The most comprehensive transcriptional analysis was provided with the examination of the transcriptome of the chicken inner ear (Chen et al., 2017). In this study, the comparison of the otic transcriptome at preplacodal to placodal stages revealed a hierarchical organized gene regulatory network providing otic identity during development (Chen et al., 2017).

Here, we provide a zebrafish-derived dataset of genes expressed in the OEPD. Using heterozygous progeny from the *pax8*:DsRed transgenic line (Ikenaga et al., 2011), we were able to generate an otic-enriched gene dataset and address specifically the role of the known competence factors Dlx3b/4b during early inner ear formation. Interestingly, the GO term analysis of upregulated DEGs only revealed mostly GO terms associated with mesodermal tissue development. This indicates that Dlx3b/4b might be involved in the acquisition of proper mesodermal fates at early segmentation stages representing a potentially new but so far unknown function of Dlx3b/4b. Analysis of several selected upregulated DEGs via *in situ* hybridization did not corroborate the RNAseq data. However, this is presumably due to only moderate upregulation, which is not resolved by *in situ* hybridization and is masked by the endogenous gene expression. In contrast, using downregulated DEGs, we identify known and novel transcripts displaying widespread OEPD expression regulated in a Dlx3b/4b-dependent manner (Fig. 7). Gene ontology analysis did not indicate any further functional role of these genes, but they might be required for proper otic morphogenesis and/or subsequent acquisition of otic and epibranchial fates. In this context, a subset of genes is of particular interest as the orthologues show expression in the OEPD of zebrafish and chicken. These genes might hence belong to a conserved, vertebrate OEPD core module. However, further comparative studies will be required to identify all members of this potential module, which we here propose based on only two datasets derived from chick and zebrafish and which might be incomplete. Our analysis also revealed an Atoh1b-controlled gene set downstream of Dlx3b/4b. This gene set was initially identified because the respective genes show a restricted OEPD expression pattern, highly reminiscent to *atoh1b* expression. Subsequent *atoh1b* loss-of-function analysis corroborated the Atoh1b-dependent gene expression. Moreover, the reverse *atoh1b* gain-of-function experiments showed that expression of many genes can be rescued even in the absence of Dlx3b/4b. In this context, it was striking that the rescued gene expression was restricted in most cases to the OEPD. In some cases, ectopic gene activation extended into the preplacodal region located anteriorly and posteriorly to the OEPD but we never observed widespread, ectopic expression in other tissues. Moreover, *atoh1b* misexpression in the absence of Dlx3b/4b was not sufficient to rescue OEPD expression of all Atoh1b-dependent genes. This indicates that either other Dlx3b/4b-dependent transcriptional activators, epigenetic regulators or a combination of both control the expression of OEPD genes at a larger scale. The role of epigenetic factors during early inner development is only beginning to be understood. In this context, loss-of-function studies of lysine-specific demethylase 1a, Kdm1a (also known as Lsd1) and lysine-specific demethylase 4B, Kdm4b, revealed that modulation of histone methylation interfered with proper inner ear morphogenesis (Ahmed and Streit, 2018; Uribe et al., 2015). Moreover, the *Dlx3* locus was shown to be a direct target of Kdm4b (Uribe et al., 2015).

**Fig. 7.**
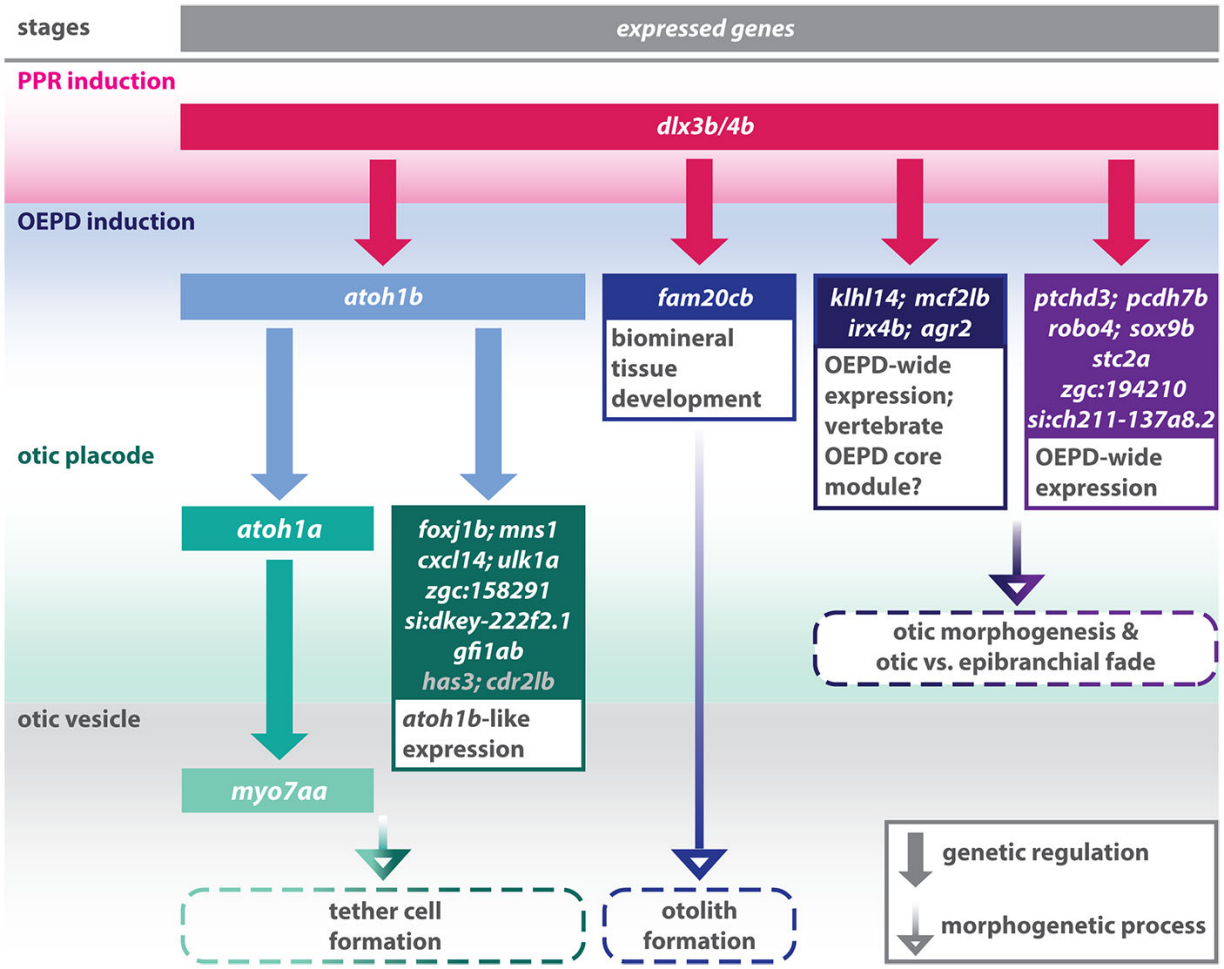
**Schematic summary of the genetic events controlled by Dlx3b/4b during early otic development in zebrafish.** Dlx3b/4b are expressed already during formation of the preplacodal region (PPR). After induction of the otic-epibranchial progenitor domain (OEPD), Dlx3b/4b control the onset of various genes which might govern various morphogenetic processes at subsequent placodal and vesicles stages. Among the genes showing an OEPD-wide expression (*ptchd3*, *pcdh7b*, *si:ch211-137a8.2*, *robo4*, *sox9b*, *stc2a* and *zgc:194210*), we also find *klhl14*; *mcf2lb*; *irx4b* and *agr2* which have been reported to be expressed within the chicken OEPD (Chen et al., 2017). Hence, they might be members of a conserved, vertebrate core module regulating subsequent otic morphogenesis as well as otic versus epibranchial fate decisions. In addition, we find *foxj1b*, *mns1*, *ulk1a*, *cxcl14*, *zgc:158291*, *si:dkey-222f2.1*, *gfi1ab*, *has3* and *cdr2l*, which display an *atoh1b*-like expression and might play a role in tether cell formation. Except *has3* and *cdr2l* (grey), all genes of this module can be activated via ectopic expression of Atoh1b, even in the absence of Dlx3b/4b. Finally, we find that Dlx3b/4b controls the expression of *fam20cb* a gene associated with biomineral tissue development which might be important for subsequent otolith formation.

With respect to transcriptional activators, forkhead box transcription factors have been termed pioneer factors because they are able to bind to their target sites and open up the chromatin structure, allowing other transcription factors to bind and activate their targets (Golson and Kaestner, 2016). Consistently, loss of Foxi1, the second competence factor at the top of the otic induction hierarchy in zebrafish, results in delayed onset of *pax2a*, *sox9a*, *sox9b* or *atoh1b* expression in the OEPD (Hans et al., 2013, 2004; Nissen et al., 2003; Solomon et al., 2003). Moreover, and consistent with a function as a pioneer factor, Foxi1 has been shown to remodel the chromatin structure and to remain bound to condensed chromosomes even during mitosis (Yan et al., 2006). Given the importance of Foxi1 and its functional homolog Foxi3 in early otic development in zebrafish and amniotes, respectively, it will be key to determining their respective downstream targets. Unfortunately, our experimental pipeline using morpholino-mediated gene knockdown in heterozygous *pax8*:DsRed transgenic embryos and subsequent transcriptome analysis cannot be applied because onset of *pax8* expression in the OEPD is not only delayed but completely lost in *foxi1* mutants (Nissen et al., 2003; Solomon et al., 2003). Hence, a fluorescent reporter driven by a different promoter will be required. The promoters or promoter fragments of *foxi1* or *dlx3b* represent good candidates because their activity is unaffected by the loss of *foxi1*. Alternatively, use of regulatory elements of OEPD-wide expressed genes downstream of Dlx3b/4b identified in this study (e.g. *ptchd3a*) could also be used.

Our Atoh1b gain-of-function experiments did not only show a rescue of individual gene expressions in the absence of Dlx3b/4b at OEPD stages but also the rescue of sensorigenesis at subsequent stages. Interestingly, we never observed an expansion of sensory fate within the otic lineage following *atoh1b* misexpression which is in line with previous reports (Sweet et al., 2011). Here, the authors showed that misexpression of *atoh1a* at placodal stages is sufficient to induce ectopic sensory hair cells. However, the competence to respond to Atoh1 is temporally and spatially controlled and misexpression of *atoh1a* at earlier stages had no such effect and only showed proper sensorigenesis. Interestingly, although early-born hair cells could be rescued in *dlx3b/4b* mutants following ectopic expression of *atoh1b*, the formation of otoliths still failed. This finding shows that the generation of early-born hair cells and otoliths are both regulated by Dlx3b/4b but are genetically separated subsequently. In zebrafish, seeding of otoliths starts in the lumen of the otic vesicle at 18 hpf with an organic core that acts as a site for nucleation and subsequent biomineralization (Lundberg et al., 2015; Thomas et al., 2019). After seeding, the nascent otoliths attach to the tips of the kinocilia of the early-born hair cells (also known as tether cells) and rapidly grow through deposition of calcium carbonate during development (Riley et al., 1997; Stooke-Vaughan et al., 2012; Tanimoto et al., 2011). In this context, otolith tethering is not a prerequisite for otolith growth as loss-of-function analysis of *otogelin* (*otog*) or *atoh1b* reveal a single, untethered otolith which only becomes tethered at around 28-30 hpf (Millimaki et al., 2007; Stooke-Vaughan et al., 2012, 2015). How otolith nucleation is initiated in detail remains elusive. Based on proteomic data from the inner ear of the black bream (*Acanthopagrus butcheri*), it has been suggested that a putative homologue of Starmaker, an intrinsically disordered protein, and the extracellular serine/threonine protein kinase FAM20C play key roles during the crucial early period of nucleation (Thomas et al., 2019). Consistently, we find that *fam20cb* which is associated with the gene ontology biomineral tissue development is completely lost in *dlx3b/4b* mutant embryos but unaffected in *atoh1b* mutants. Absence of *fam20cb* can also not be rescued via ectopic expression of *atoh1b* and might hence explain the failure in otolith formation in *dlx3b/4b* mutants. Subsequent gene inactivation studies of *fam20cb* will be required to address its function in detail and might be relevant for the understanding of vestibular disorders.

## MATERIALS AND METHODS

### Ethical statement

Fish were kept according to FELASA guidelines (Aleström et al., 2020). All animal experiments were conducted according to the guidelines and under supervision of the Regierungspräsidium Dresden (permit: TVV 21/2018). All efforts were made to minimize animal suffering and the number of animals used.

### Zebrafish husbandry and lines

Zebrafish were kept and bred according to standard procedures (Brand et al., 2002; Westerfield, 2000). Zebrafish embryos were obtained by natural spawnings of adult fish and staged according to hours post fertilization (hpf) or standard criteria (Kimmel et al., 1995). The wild-type line used was AB. The transgenic line Gt(pax8:DsRedx) has been described previously (Ikenaga et al., 2011). Specifically, heterozygous animals were used throughout the experiments which are indistinguishable from non-transgenic wild-type siblings with respect to their phenotype. The deletion removing the loci of *dlx3b* and *dlx4b* (*Df(Chr12:dlx3b, dlx4b)tud70*) including the genotyping protocol has been described (Schwarzer et al., 2017).

### Morpholino injections

Zebrafish morpholino oligomers (MOs) were obtained from Gene Tools, Inc. MOs for *dlx3b* (5′-ATGTCGGTCCACTCATCCTTAATAA-3′), *dlx4b* (5'-GCCCGATGATGGTCTGAGTGCTGC-3′) and *atoh1b* (5′-TCATTGCTTGTGTAGAAATGCATAT-3′) were described previously (Hans et al., 2013; Millimaki et al., 2007). About 1-3 nl of MO-solution was injected into the cytoplasm of one-cell-stage embryos.

### Tissue dissociation and fluorescence-activated cell sorting (FACS)

Tissue dissociation was conducted as described previously (Manoli and Driever, 2012). Briefly, embryos were grown up to late OEPD stages corresponding to the 6-9-somite stage (12-13.5 hpf). Subsequently, embryos were removed from their chorions by pronase treatment (Westerfield, 2000), followed by deyolking at 4°C in 0.5% Ginzburg-Ringer without CaCl_2_. Dissociation was conducted in trypsin-EDTA on ice. When embryos were completely dissociated, the reaction was stopped by adding Hi-FBS. The cells were pelleted, washed with PBS, resuspended in PBS and passed through a 40μM mesh filter prior to cell sorting. FACS was performed using an Aria II cell sorter (BD Biosciences). Forward and side scatter were used to gate for live, single cells, out of which DsRed-positive cells were sorted and collected (Fig. S1). Flow cytometry data were analyzed using BD FACSDiva software.

### RNA isolation from FAC-sorted cells

RNA isolation from sorted cells was performed using the Total RNA purification Micro Kit (Norgen Biotek) following the manufacturer's protocol with slight modifications: prior to isolation, 200 μl aliquots of the Buffer RL were desiccated at 60°C for 1 h using an Eppendorf Concentrator plus with the V-AQ mode and stored at room temperature. The exact volume of the sorted samples was evaluated. 1% of the sample volume β-Mercaptoethanol was added and the whole suspension was added to the desiccated RL Buffer. The salts were dissolved using a vortex mixer. Next, the volume was measured and 100% EtOH were added at a ratio of 1:1.75, mixed and the suspension was put on a spin column. The sample was centrifuged 1 min at 14.000×***g*** and washed twice using 400 μl of wash solution A, discarding the flow through and centrifuged 1 min at 14.000×***g***. Finally, the column was spin-dried for 2 min, placed in a new tube and eluted using 20 μl RNase-free H_2_O. Sample collection was done by centrifugation at 14.000×***g***. 1.5 μl were used for RNA quality analysis using an Agilent Bioanalyzer. All samples were analyzed prior to RNA sequencing by the DNA Microarray Facility of the MPI-CBG Dresden and stored at −80°C until sequencing was performed.

### Next generation sequencing

RNA sequencing was performed on three biological replicates for each condition. RNA sequencing was based on Smart-seq2 sensitive full-length transcriptome profiling and modified from (Picelli et al., 2013). For reverse transcription, 2 μl of a primer mix was added. RNA was then denatured for 3 min at 72°C and the reaction was performed at 42°C for 90 min after filling up to 10 μl with reverse transcription buffer mix. The reverse transcriptase was inactivated at 70°C for 15 min and the cDNA was amplified using Kapa HiFi HotStart Readymix (Roche, #KK2601) at a final 1× concentration and 0.1 μM UP-primer (UP-primer: AAGCAGTGGTATCAACGCAGAGT). The amplified cDNA was then purified using 1× volume of hydrophobic Sera-Mag SpeedBeads (GE Healthcare, #11829912) and DNA was eluted in 12 μl nuclease-free water. The concentration of the samples was measured with a Tecan plate reader Infinite 200 pro, in 384 well black flat-bottom, low-volume plates (Corning), using AccuBlue Broad range chemistry (Biotium, #31007). For library preparation, 700 pg cDNA in 2 μl were mixed with 0.5 μl Tagment DNA Enzyme, 2.5 μl Tagment DNA Buffer (Nextera, Illumina, #20034197) and tagmented at 55°C for 5 min. Subsequently, Illumina indices were added during PCR with 1x concentrated KAPA Hifi HotStart Ready Mix (Roche, #KK2601) and 0.7 μM dual indexing primers. After PCR, libraries were quantified with AccuBlue Broad range chemistry, equimolarly pooled and purified twice with 1x volume Sera-Mag SpeedBeads. This was followed by Illumina sequencing on a Nextseq500, resulting in ∼26-34 million single end reads per library. After sequencing, FastQC (http://www.bioinformatics.babraham.ac.uk/) was used to perform a basic quality control on the resulting reads. Alignment of the reads to the zebrafish reference (GRCz11) was performed with GSNAP (2018-07-04) (Wu and Nacu, 2010) and Ensembl gene annotation version 92 helped to detect splice sites. Afterwards, library diversity was assessed by redundancy investigation in the reads. The uniquely aligned reads were counted with featureCounts (1.6.2) (Liao et al., 2013) and the support of the same Ensembl annotation file. Normalization of the raw read counts, based on the library size and testing for differential expression between 1 dpl and unlesioned samples was performed with the DES Eqn (1.18.1) R package (Benjamini and Hochberg, 1995; Love et al., 2014). 

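The replicate numbers were checked for a shared effect by correlating deviations from the group mean, on log2 CPM across the 17526 genes. Same-numbered wild-type and morphant samples gave r = 0.16 for number 1, 0.055 for number 2 and −0.14 for number 3. Among differently numbered samples, the highest value was r = 0.22 for wild-type replicate 2 with morphant replicate 3, and the lowest was −0.24 for wild-type replicate 2 with morphant replicate 1. Because the deviations within a group sum to 0, these values depend on each other.

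**Figure D5:**
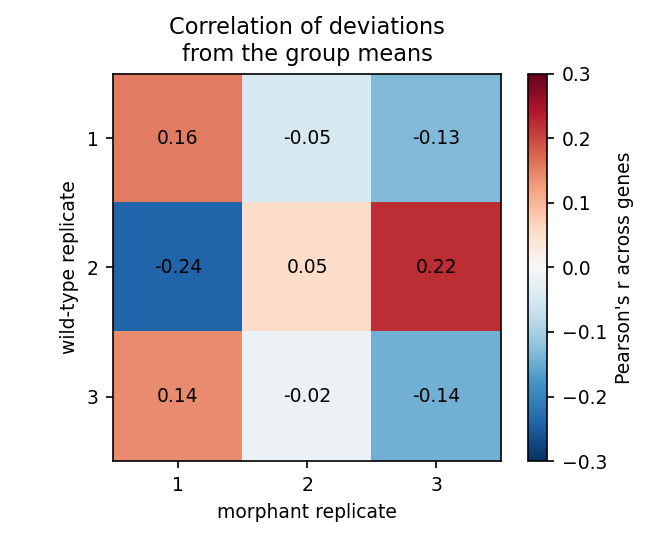
Pearson's r across genes (colour scale and printed values) between the deviations of each wild-type replicate (rows) and each morphant replicate (columns) from the mean of their group. Same-numbered samples lie on the diagonal; the highest value, 0.22, lies off it.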

We used a multi-factor design within the differential expression analysis, to control for the detected clutch effect. Genes which have an adjusted *P* value (padj) <0.1 were considered as differentially expressed.

### Gene ontology analysis

For gene ontology analysis, the tool GOrilla (http://cbl-gorilla.cs.technion.ac.il/) was employed. To do so, the 3.015 differentially expressed genes (DEGs) obtained from control versus Dlx3b/4b-depleted samples with a false discovery rate of 10% were copied into the input panel of the tool which was last updated on 18 August 2018. *Danio rerio* (Zebrafish) was chosen as the analysis organism, and a process ontology was selected. Parameters were set as default as suggested by the tool. The system recognized 2209 genes out of the 3015 gene terms entered. Only 1988 of these genes were associated with a GO term. ‘*P*-value’ is the enrichment *P*-value computed according to the mHG or HG model. This *P*-value is not corrected for multiple testing of 4387 GO terms. ‘FDR q-value’ is the correction of the above *P*-value for multiple testing using the Benjamini and Hochberg (1995) method. Namely, for the i^th^ term (ranked according to *P*-value) the FDR q-value is (*P*-value *number of GO terms) / i. Enrichment=(b/n) / (B/N), in which N, B, n, and b are defined as follows: N: total number of genes. B: total number of genes associated with a specific GO term. *N*: number of genes in the top of the user's input list or in the target set when appropriate. b: number of genes in the intersection.

### *In situ* hybridization

Published cDNA probes for the following genes were used: *myo7aa* (Ernest et al., 2000); *atoh1a* (Itoh and Chitnis, 2001); *atoh1b* (Adolf et al., 2004); *has3* (Geng et al., 2013); *robo4* (Bedell et al., 2005); *pcdh7b* (Blevins et al., 2011); *rsph9* (Sedykh et al., 2016); *sox9b* (Chiang et al., 2001); *irx4b* (Lecaudey et al., 2005); *gfi1ab* (Dufourcq et al., 2004) and *agr2* (Shih et al., 2007). Gene fragments were cloned and used as probes for the following genes (see Supplementary Information): *ptchd3a*, *stc2a*, *si:ch211-137a8.2*, *fam20cb*, *ccdc103*, *klhl14*, *mcf2lb*, *zgc:194210*, *foxj1b*, *mns1*,*ulk1a*, *cdr2l*, *zgc:158291*, *si:dkey222f2.1* and *cxcl14*. Probe synthesis and *in situ* hybridization were performed essentially as previously described (Westerfield, 2000). Gene fragments of *ptchd3a*, *stc2a*, *si:ch211-137a8.2*, *fam20cb*, *ccdc103*, *klhl14*, *mcf2lb*, *zgc:194210*, *foxj1b*, *mns1*,*ulk1a*, *cdr2l*, *zgc:158291*, *si:dkey222f2.1* and *cxcl14* were cloned into Topo pCRII (ThermoFisher Scientific) from genomic DNA using standard PCR with the primers provided in Table S5. Sequencing confirmed the identity of the respective gene fragment, which was subsequently used as probe.

### Heat treatments

For heat treatments, embryos, still in their chorions, were transferred into fresh Petri dishes. After removal of excess embryo medium, pre-heated 42°C warm embryo medium was added and the Petri dishes were kept for 30 min in a 37°C incubator before they returned to a 28.5°C incubator.

### Generation of an *atoh1b* mutant line

Cas9 mRNA and *atoh1b* gRNAs were synthesized as recently described (Jao et al., 2013; Shah et al., 2015). Briefly, Cas9 mRNA was synthesized by *in vitro* transcription using T3 mMESSAGE mMACHINE kit (Ambion). gRNAs were generated and purified using the MEGAshortscript T7 and phenol/chloroform, respectively. Sequences of the genomic target sites and oligonucleotides for making gRNAs are as follows.

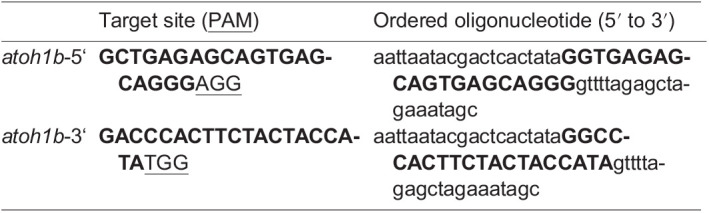

For germ line transformation, Cas9 mRNA and gRNAs were co-injected into fertilized eggs, embryos were raised to adulthood, crossed to AB wild-type fish and the resulting F1 embryos were screened by PCR. To detect the deletion in the *atoh1b* locus, the primers atoh1b-1f 5′- AAACTGTGATCATCCTGCGGAAAGC-3′ and atoh1b-rev 5′- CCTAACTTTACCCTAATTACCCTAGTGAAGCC-3′ were used generating an amplicon of 822 base pairs (bp) in the presence of the deletion allele. In total, 50 animals were screened and one founder carrying the *atoh1b* deletion in the germline was identified. For subsequent genotyping, the primer atoh1b-2f 5′- GTCGACTTGTCATGTTTAAGGCGATGG-3′ was added amplifying an 862-bp fragment in the presence of wild-type DNA. Genotyping of embryos demonstrated the exact concordance between homozygous mutant genotype and observed phenotype. At least 12 mutant embryos from three separate clutches were analyzed for each experiment.

### Generation of the *Tg(hsp70l:mCherry-T2a-atoh1b)* transgenic line

To create the pTol hsp70l:mCherry-T2a-atoh1b plasmid, the coding sequence of atoh1b was PCR amplified from genomic DNA with primers atoh1b-orf-for (5′-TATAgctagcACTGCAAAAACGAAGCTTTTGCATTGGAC-3′) and atoh1b-orf-rev (5′-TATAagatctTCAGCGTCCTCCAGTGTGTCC-3′) flanked by the unique restriction sites *Nhe*I and *BglI*I, respectively. After digestion, the PCR product was cloned into the vector pTol hsp70l:mCherry-T2a-CreER^T2^ (Hans et al., 2011) replacing the CreER^T2^ coding sequence. For germ line transformation, plasmid DNA and transposase mRNA were injected into fertilized eggs (F0), injected embryos were raised to adulthood and crossed to AB wild-type fish as previously described (Abe et al., 2004). To identify transgenic carriers, undechorionated F1 embryos at 24 hpf were heat treated, examined under a fluorescent microscope after a 4 h waiting period and mCherry-positive embryos were raised. This way, five independent F0s were identified and one allele was chosen to establish the line.

### Image acquisition and processing

Images were taken with a Zeiss Axio Imager Z1 or an Olympus MVX microscope equipped with Olympus DP80 digital camera and the cellSens Dimension imaging software. Images were processed using Adobe Photoshop CC2015. Figures were assembled using Adobe Illustrator CC2015. Scatter plots of genes including standard deviation were assembled using graph pad prism software based on the read counts obtained from RNAseq.

## Supplementary Material

10.1242/biolopen.059911_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: Transcriptome analysis reveals an Atoh1b-dependent gene set downstream of Dlx3b/4b during early inner ear development in zebrafish
**Source:** Biol Open. 2023 Jun 5;12(6):bio059911. doi: 10.1242/bio.059911
**Supplement:** Supplementary information

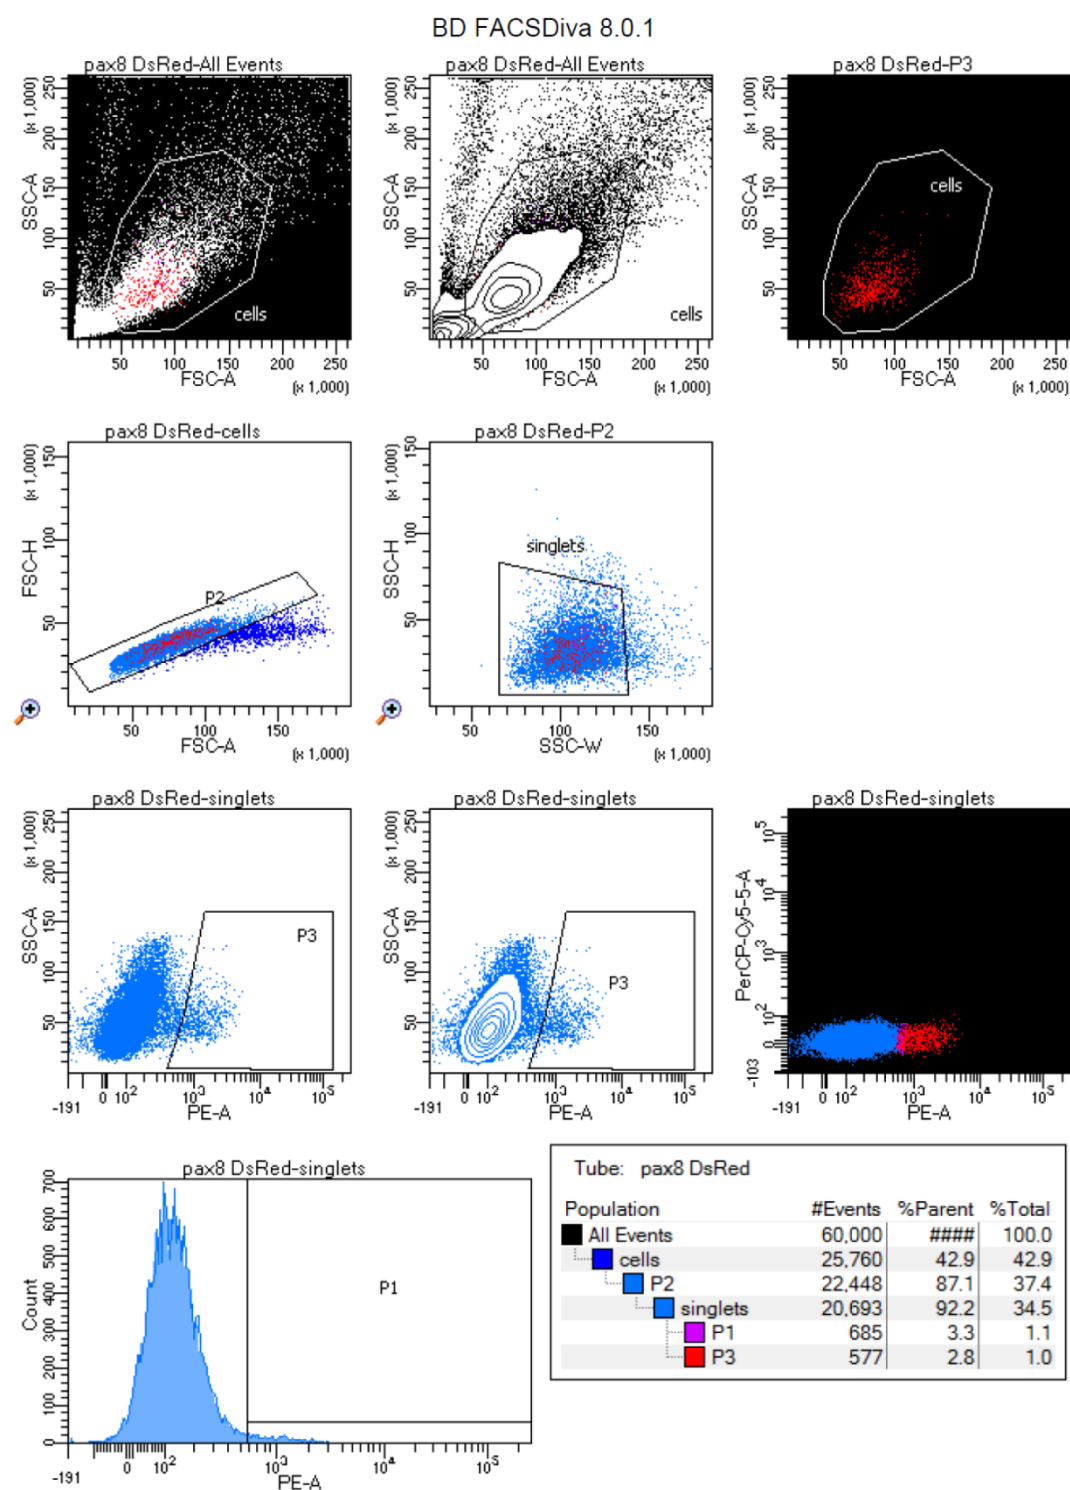

Fig. S1. FACS plot of *pax8*:DsRed-positive cells and their respective events during gating.

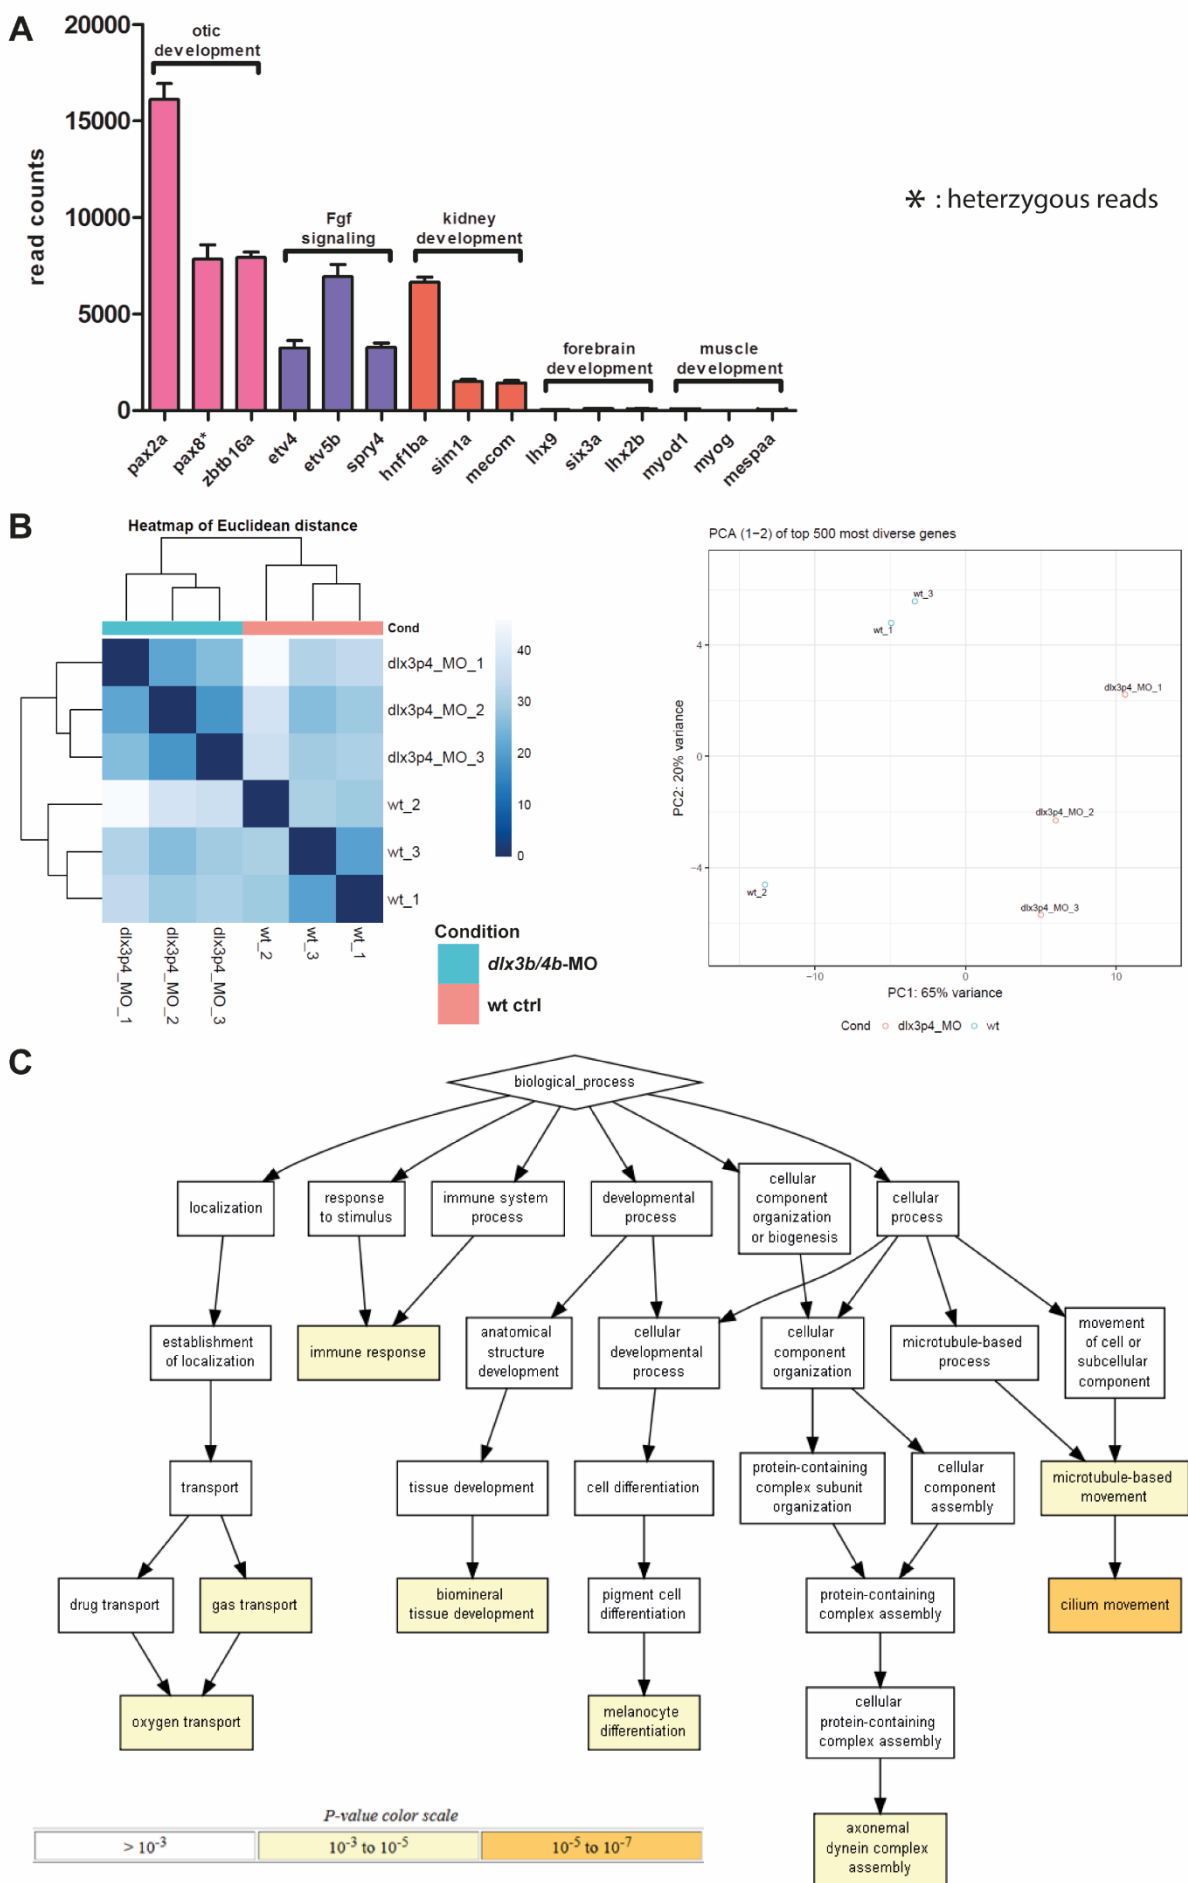

**Fig. S2.** (A) Downstream genes of the Fgf signaling pathway as well as genes associated with early inner ear and kidney but not forebrain and muscle development are highly enriched in the *pax8*:DsRed-sorted cells. (B) Using Euclidean distance and principal component analysis the three biological control and *Dlx3b/4b*-depleted samples cluster together. (C) Gene ontology (GO) analysis using the GOrilla gene ontology analysis tool (Eden et al., 2009).

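Principal component analysis of log2 CPM over the 17526 tested genes placed 44.4% of the variance on the first and 21.1% on the second component. With the 500 genes of highest variance these shares were 50.1% and 19.4%. With DESeq2's variance-stabilizing transformation of the counts, also over 500 genes, they were 66.05% and 19.59%. On the first component over all tested genes, wild-type replicates 1, 2 and 3 lay at −23.5, −62.3 and −17.3, and morphant replicates 1, 2 and 3 at 53.99, 24.5 and 24.6. The 3 wild-type samples thus had lower values than the 3 morphant samples on the first component. On the second component, wild-type samples ranged from −28.3 in replicate 2 to 39.01 in replicate 1. Morphant samples ranged from −33.6 in replicate 3 to 11.8 in replicate 1, so the groups overlapped there.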

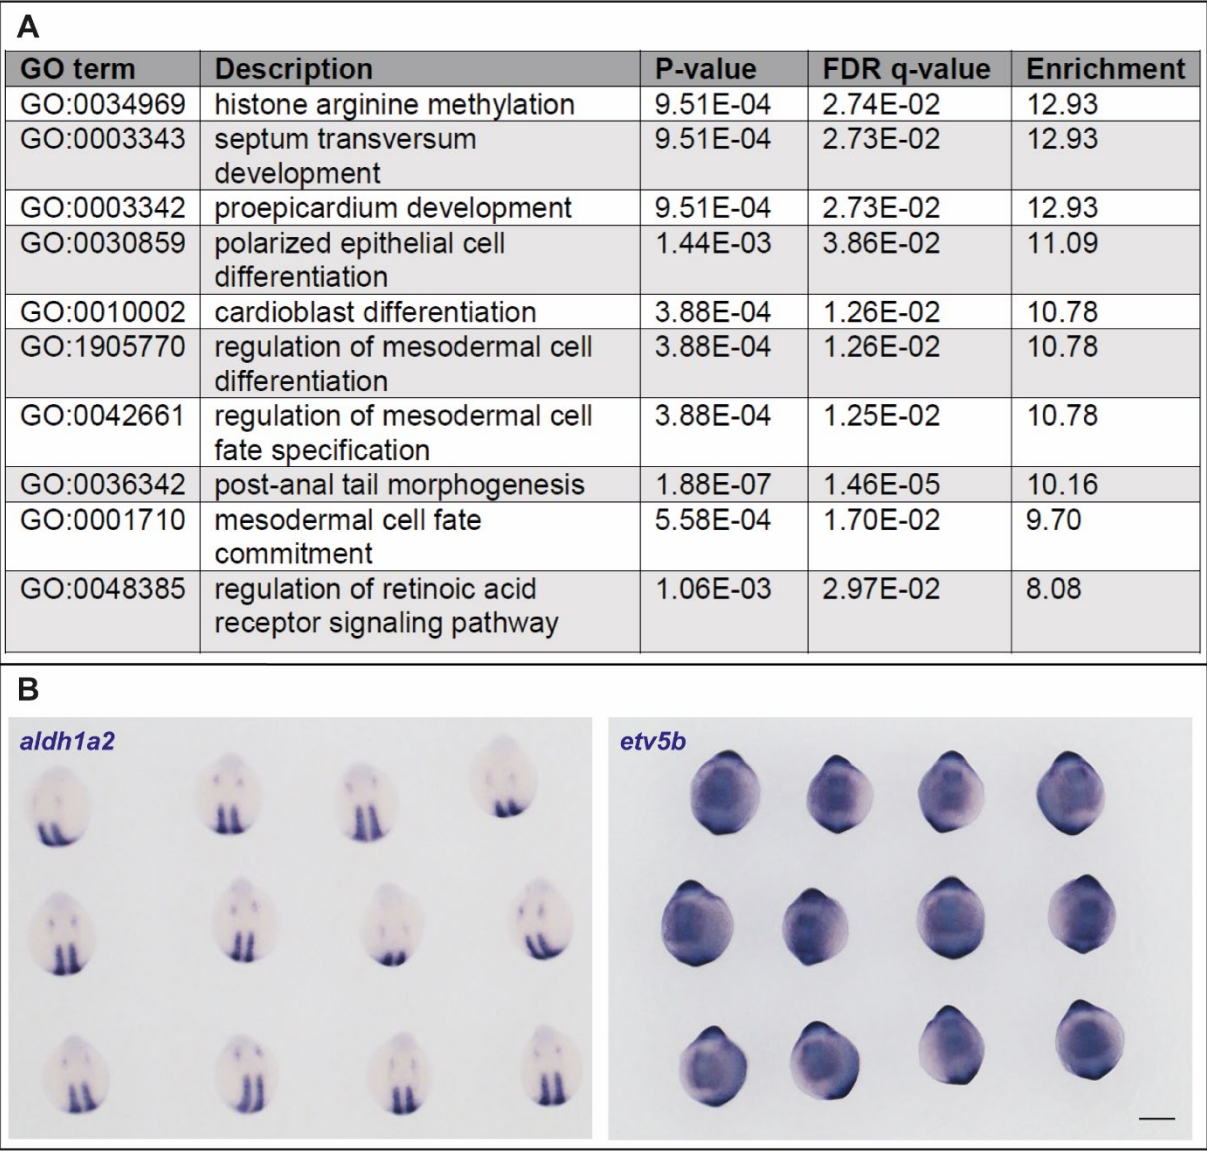

**Fig. S3.** (A) Gene ontology (GO) analysis of upregulated DEGs only reveals mostly GO terms associated with mesodermal tissue development. (B) Analysis of the two upregulated genes, *aldh1a2* and *etv5b*, using *in situ* hybridization on embryos at late OEPD stages (6-9-somites) obtained from incrosses of heterozygous animals carrying the deletion allele of *dlx3b/4b* (Schwarzer et al., 2017). No striking differences in expression were observed. Dorsal views, anterior to the top. Scale bar: 500  $\mu$ m.

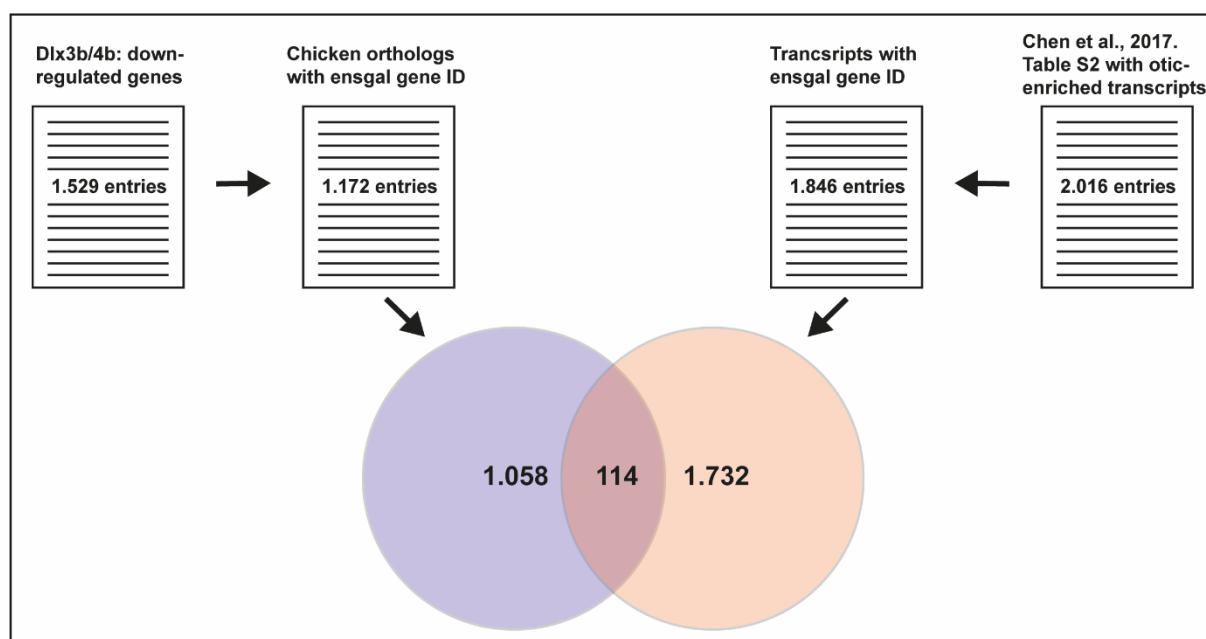

**Fig. S4.** (A) Comparison of the genes downregulated after Dlx3b/4b depletion and the transcripts expressed within the chicken OEPD (Table S2 from (Chen et al., 2017)). The list of downregulated genes following Dlx3b/4b depletion contained 1,529 genes and resulted in the identification of 1,172 chicken orthologs with an ensgal gene ID. The initial list from Chen et al., initially contained 2,016 genes in total with 1,846 transcripts owing an ensgal gene ID. Comparison revealed 114 genes to be expressed in the OEPD of chicken and zebrafish (see Table S3).

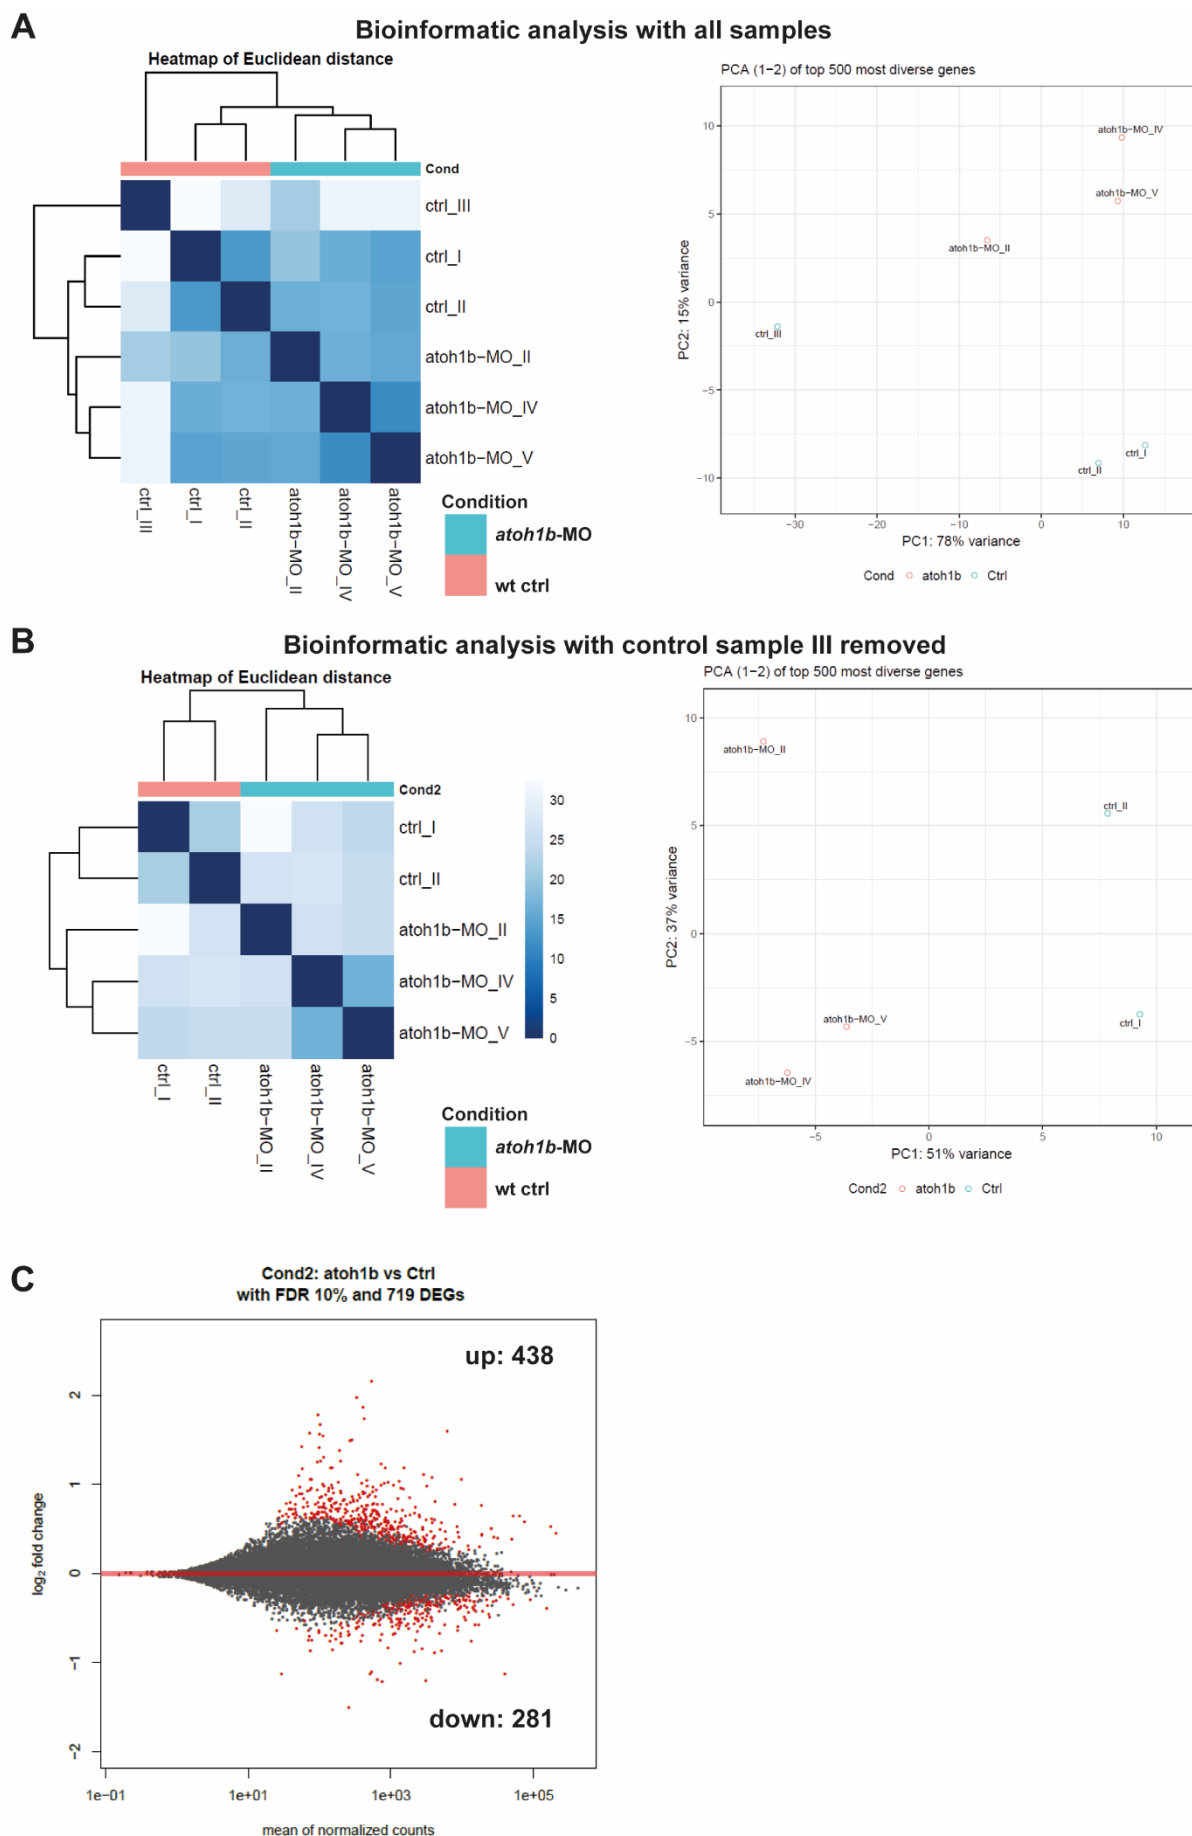

**Fig. S5.** (A) Euclidean distance and principal component analysis clustered the three biological Atoh1b-depleted samples cluster but not the three control samples. (B) Euclidean distance and principal component analysis using three biological Atoh1b-depleted and only two control samples. (C) Comparison of control versus Atoh1b-depleted samples with a false discovery rate (FDR) of 10 % revealed 719 differentially expressed genes.

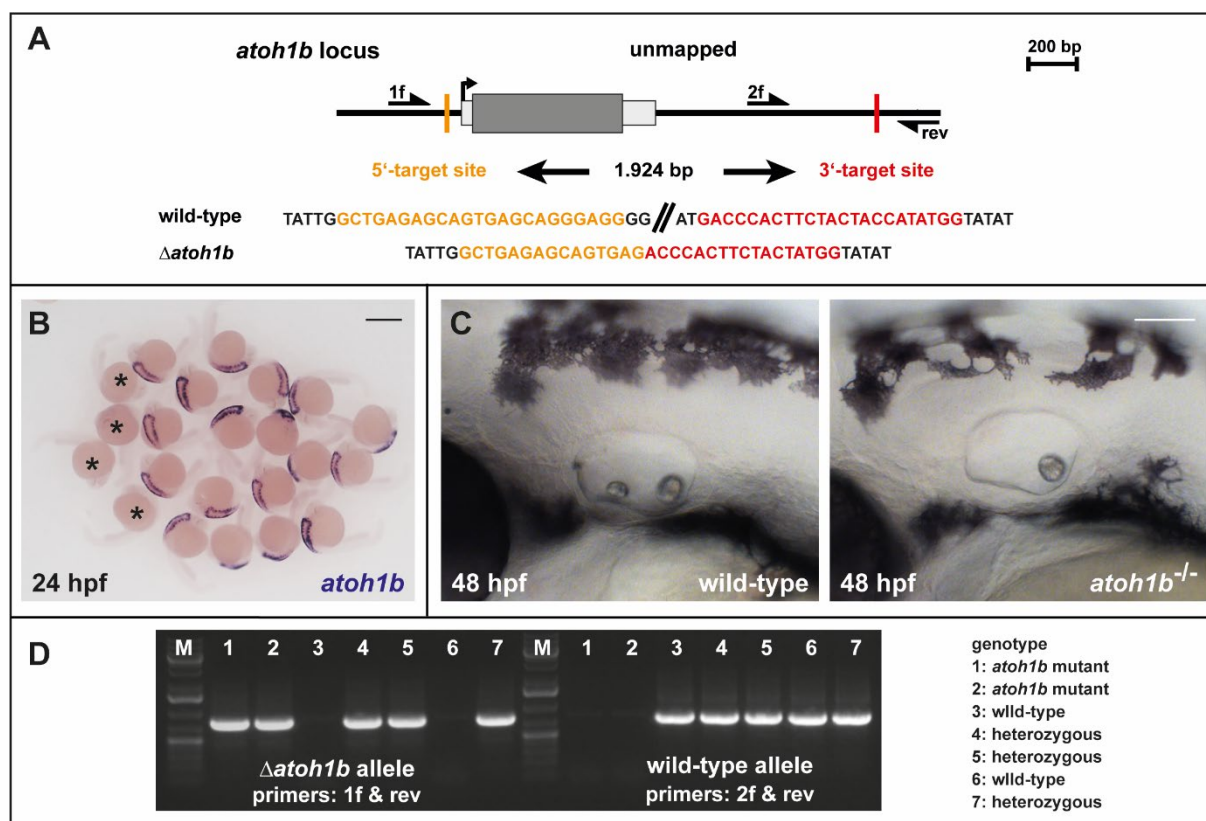

**Fig. S6.** Generation of an *atoh1b* null allele. (A) Scheme of the *atoh1b* locus at an unmapped chromosome. The transcriptional start site is indicated with an arrow. Exon sequences with translated and untranslated regions are represented in dark and light grey, respectively. Positions of the CRISPR/Cas9 target sequences, separated by 1.924 bp, and their sequences in the wild-type and the *atoh1b* deletion allele are indicated in orange and red. Primers used for genotyping (1f, 2f and rev) are shown as half arrows. (B) *in situ* hybridization of *atoh1b* at 24 hours post fertilization (hpf) reveals loss of *atoh1b* in a quarter of embryos (asterisk) obtained from an *atoh1b* heterozygote incross. (C) Lateral views of live images of wild-type control embryos and *atoh1b* mutants. Lateral views are seen with anterior to the left. Scale bars: (B) 500  $\mu$ m (C) 75  $\mu$ m. (D) PCR using primers 1f and rev or 2f and rev reveals the presence of the *atoh1b* deletion (822 bp) and wild-type allele (862 bp), respectively. Genotyping of two embryos with otolith phenotype (#1, #2) and five embryos with wild-type morphology (#3-7) confirm absence of the wild-type allele in the former. M indicates marker for molecular size standard.

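In the annotation behind the deposited counts, the scaffold chrUn_KN150642v1 of GRCz11 carries 2 genes. One lies at 9441 to 10244 on the forward strand and has 1 exon of 804 bp. The other lies at 42452 to 55111 on the reverse strand and has 11 exons with 1228 bp in total. The paper's CRISPR/Cas9 target sequences were chosen to remove the entire *atoh1b* open reading frame. Of both genes, only the one with 1 exon is shorter than the distance given between these sequences, since the other spans 12660 bp. The identifiers themselves were not paired with gene symbols.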

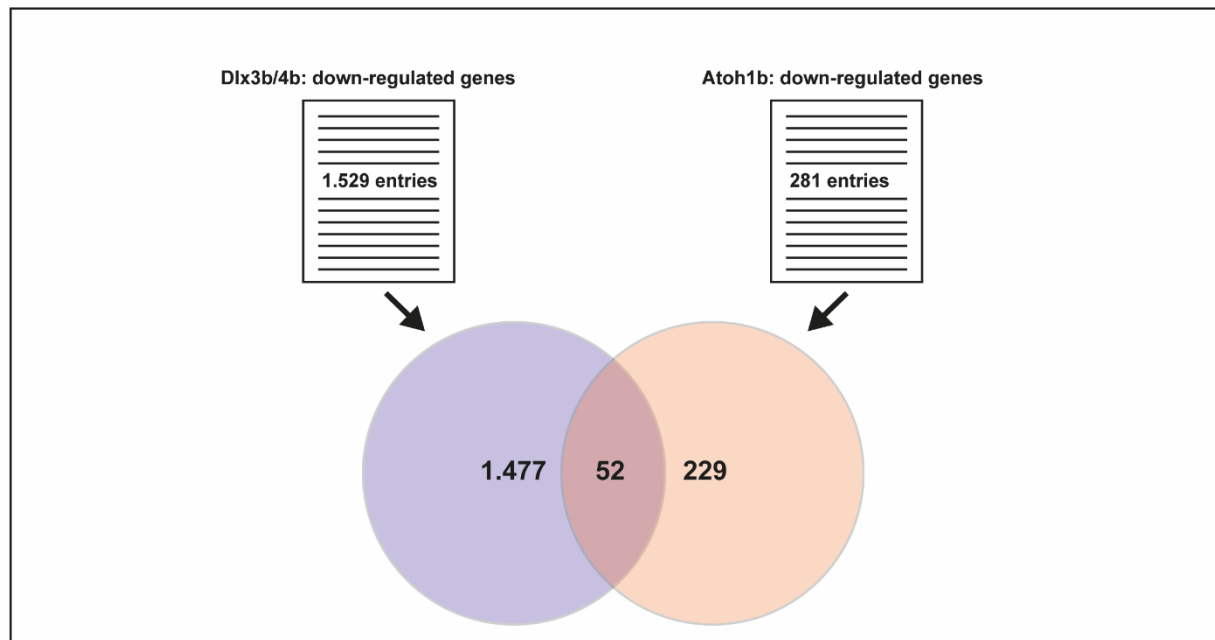

**Fig. S7.** Comparison of 1,529 genes downregulated after Dlx3b/4b depletion with 281 genes downregulated after Atoh1b depletion reveals 52 genes downregulated in both conditions (see Table S5).

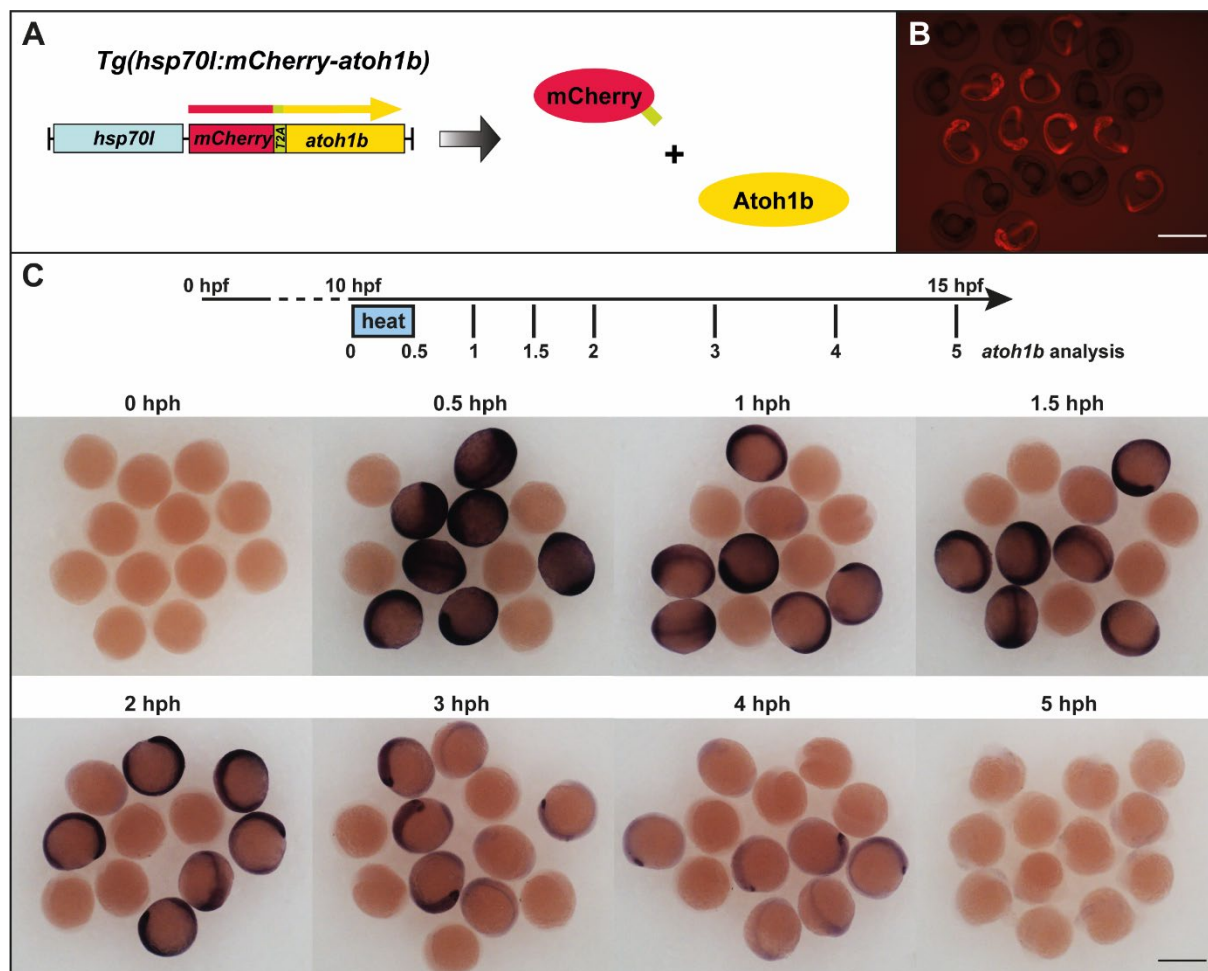

**Fig. S8.** Generation of the *Tg(hsp70l:mCherry-T2a-atoh1b)* transgenic line. (A) Scheme of the *Tg(hsp70l:mCherry-T2A-atoh1b)* construct expressing a single open reading frame coding for mCherry (red) and Atoh1b (yellow) separated by a viral T2A peptide sequence (green) under the control of a zebrafish heat shock-inducible *hsp70l* promoter (blue). After translation, the viral T2A peptide cleavage leads to the production of non-fused mCherry and Atoh1b proteins. (B) Identification of transgenic animals expressing mCherry at 28 hours post fertilization (hpf) after a heat treatment at 24 hpf. (C) Following a 30 minute heat treatment at the end of gastrulation (10 hpf), strong and ubiquitous expression of *atoh1b* can be observed in transgenic embryos up to 4 post hours post heat treatment (hph). Ectopic *atoh1b* is gradually lost and heat-treated transgenic embryos cannot be discriminated any longer based on *atoh1b* expression from non-transgenic siblings. Scale bar: (B) 1000  $\mu$ m, (C) 500  $\mu$ m.

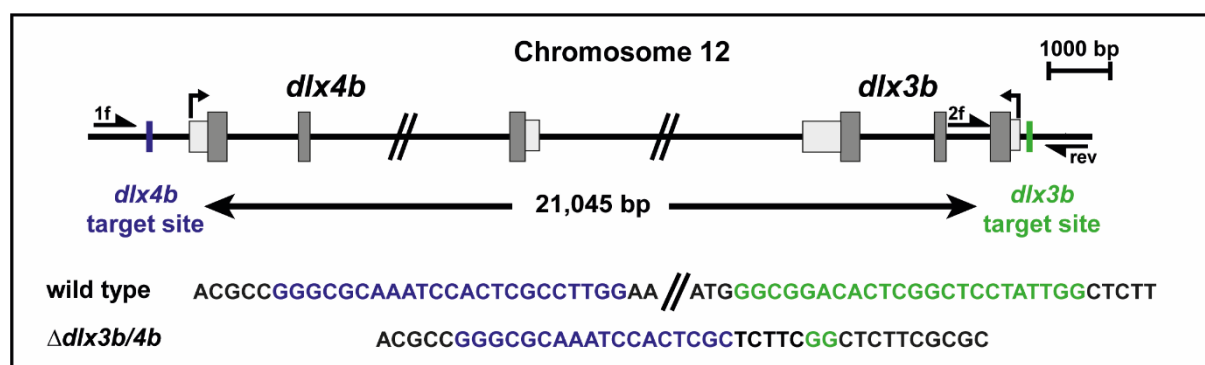

**Fig. S9.** Scheme of the *dlx3b/4b* bigene cluster at chromosome 12. Transcriptional start sites are indicated with arrows. Exon sequences with translated and untranslated regions are represented in dark and light grey, respectively. Positions of the CRISPR/Cas9 target sequences, separated by 21.045 bp, and their sequences in the wild-type and the *dlx3b/4b* deletion allele are indicated in blue and green. The three primers 1f, 2f and rev used for genotyping are shown as half arrows. Primer combination 1f and rev detects the *dlx3b/4b* deletion allele with a 618 base pair amplicon. Primer combination 2f and rev detects the wild-type allele with a 473 base pair amplicon. Figure adapted from (Schwarzer et al., 2017).

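The followed pair on chromosome 12 of GRCz11 consists of convergent genes with 3 exons each, at 5673443 to 5676963 and at 5684659 to 5693798. Merged exons add up to 1591 bp in the first gene and 1291 bp in the second. Neither gene overlaps an exon of another gene. The other convergent pair with this exon layout lies at 20214196 to 20218669.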

**Table S1.** Read counts of all genes in wild-type and *dlx3b/4b*-morpholino injected samples.

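A read count is the number of uniquely aligned reads that featureCounts assigned to the exons of a gene, and it depends on the total count of its library and on the length of the gene. On chromosomes 1 to 25, 31664 genes are listed, of which 25568 had at least 1 count in the 6 samples and 6096 (19.3%) had 0 counts in all of them. A further 37 genes lie on the mitochondrial genome. They took 3.09%, 4.63% and 2.097% of the counts in wild-type replicates 1, 2 and 3, and 2.21%, 2.11% and 2.02% in morphant replicates 1, 2 and 3.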

[Click here to download Table S1](#)

**Table S2.** Differentially expressed genes from wild-type compared to *Dlx3b/4b*-depleted samples with a false discovery rate of 10 %.

[Click here to download Table S2](#)

**Table S3.** Comparison of otic-enriched transcripts identified in the chick OEPD provided in table S2 from Chen et al., 2017 and our gene set of downregulated DEGs.

[Click here to download Table S3](#)

**Table S4.** Differentially expressed genes from wild-type compared to *Atoh1b*-depleted samples with a false discovery rate of 10 %.

[Click here to download Table S4](#)

**Table S5.** Genes downregulated in *Dlx3b/4b*-and *Atoh1b*-depleted samples.

[Click here to download Table S5](#)

**Table S6.** Primers used to clone gene fragments of genes shown in this study.

[Click here to download Table S6](#)

How the deposited data were processed for this re-analysis (not part of the article)

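RNA of fluorescence-activated sorted *pax8*:DsRed-positive cells from 3 wild-type and 3 *dlx3b/4b* morphant samples at 6 to 9 somites (12 to 13.5 hpf) was sequenced. The authors deposited raw counts per gene, made with GSNAP against GRCz11 and with featureCounts and an Ensembl annotation, for uniquely aligned reads and without normalization. Total counts on genes ranged from 27373965 to 28480101 in wild-type samples (median 27997259) and from 23846555 to 26250129 in morphant samples (median 25913117). The smallest level that 3 counts can show is 0.105 to 0.126 CPM, and it covers counting error only. Conditions and replicate numbers came from the sample labels, which carry the sample names shown in Fig. S2B.

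From the deposited counts, differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.1). The model had the replicate number as a block beside the condition, because Materials and Methods describes a multi-factor design for a clutch effect. The pairing comes from the replicate numbers of the labels and not from a stated assignment of clutches, and the model without the block is given beside it. Distances and principal components used log2 CPM with a prior count of 2. Distances were tested with an exact permutation test over 10 splits, which cannot give a p below 0.1. Figures were drawn with matplotlib 3.10.9.

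The alternatives set before the data were examined were the model without the block, DESeq2 1.42.0 with and without the block, RLE normalization, no filter on low counts, at least 10 counts in every sample, an adjusted p below 0.05, and leaving out each replicate. The other 5 pairings of wild-type with morphant samples and offsets for gene length were added after the data had been seen.

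The code was tested on simulated counts for 17526 genes with 200 changed genes. With no simulated replicate effect, the model with the block recovered 83.0% of them, and 10.3% of its calls were false, whereas the model without the block recovered 85.0%, and 12.8% of its calls were false. With a simulated replicate effect that gave r = 0.627 between same-numbered samples, against 0.022 in the data, the model with the block recovered 76.0% and the model without it recovered 0. With no changed genes, edgeR called 0 genes with either model and DESeq2 with the block called 3. The simulated log2 fold changes were larger in size than the medians of the called genes in the data, 0.67 and −0.95. The recovered shares thus test the code and do not estimate how many real changes were found.

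Genes are named by the rule set before the data were examined, which ranks the 5 largest rises and the 5 largest falls among called genes with a mean count above 100 and the same direction in all 3 same-numbered pairs. Of these, 2 are named in each direction, because the name table used here (RefSeq, 49597 genes) matched 0 identifiers. For the same reason, marker genes, gene ontology terms and the genes of Fig. 2 and Fig. 3 were not analysed here. The chromosome 12 gene pair was found by position after counts had been seen. RNAseq of Atoh1b-depleted embryos was not analysed here.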

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

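The alternatives named here were set before the data were examined, except the other pairings of the samples and the gene length offsets, which were chosen after seeing the data. With the replicate block, edgeR called 1911 genes, 850 upregulated and 1061 downregulated. Without the replicate block it called 2405 (1087 and 1318), with a mean r of 0.022 between the deviations of same-numbered samples. DESeq2 with the block called 1985, RLE normalization 1869 and a minimum of 10 counts in every sample 1885. With no filter 2851 genes were called, of which 1331 were upregulated. DESeq2 without the block called 2953, of which 1459 were upregulated. At an adjusted p below 0.05 the count was 997, with 416 upregulated and 581 downregulated. Offsets that removed each sample's trend with gene length gave 2403 genes, 1882 of them shared with the 1911.

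The count depended most on which samples were used and how they were paired. Across the 9 fits that each left out a same-numbered pair or a sample, it ranged from 185 to 3955, with 62 to 2156 upregulated and 123 to 1799 downregulated. When the block paired wild-type replicates 1, 2 and 3 with morphant replicates 1, 3 and 2, 3856 genes were called (1890 upregulated, 1966 downregulated). With morphant replicates 2, 3 and 1 the count was 3813 (1879 and 1934), with 2, 1 and 3 it was 761 (278 and 483), and with 3, 1 and 2 it was 877 (339 and 538). The remaining pairing, with 3, 2 and 1, gave 2163. The mean r between the deviations of the samples put together was 0.120 and 0.105 in the pairings with the highest counts, 0.022 both in the labelled pairing and in that with 3, 2 and 1, and −0.144 and −0.131 in those with 761 and 877 genes. The count was thus higher where the paired samples deviated together, although the pairings with 1911 and 2163 genes did not differ in this measure. For the fits that left out samples, the cause was not tested.

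All 10 splits of the 6 samples into groups of 3 were compared. Without the block, 1 of the 10 splits, the real one, reached 2405 genes. Each of the other 9 had 0 genes at an adjusted p below 0.1, with 189 to 1182 genes at an unadjusted p under 0.05, against 4415 in the real split. With the block, the real split was compared with the 3 other splits that part all same-numbered samples. Of these 4 splits, 1 reached 1911 genes, and likewise 1 reached 850 upregulated and 1 reached 1061 downregulated genes. The 3 others had 0 genes, with 89 to 671 at an unadjusted p under 0.05, against 3956. The other 6 splits part 1 pair. The design cannot give a share under 0.1 without the block or 0.25 with it. Each split other than the real one mixes wild-type and morphant samples, so a difference between the groups adds to its spread and lowers its count. The 0 genes of those splits therefore do not measure how many genes would be called without a difference.

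The median log2 fold change of upregulated genes was 0.67 and ranged from 0.61 to 1.50 across the fits that left out samples. It was 0.57 with DESeq2 without the block and 0.78 at an adjusted p below 0.05. With the pairings 1, 3, 2 and 2, 3, 1 it was 0.49 and 0.48, and with 2, 1, 3 and 3, 1, 2 it was 0.85 and 0.81. That of downregulated genes was −0.95 and ranged from −1.42 to −0.81 across those fits. It was −0.84 without the replicate block, −0.82 with DESeq2 without the block and −1.04 at an adjusted p below 0.05. With the pairings 1, 3, 2 and 2, 3, 1 it was −0.74 in both, and with 2, 1, 3 and 3, 1, 2 it was −1.05 and −1.004. The number of upregulated genes with a mean count above 100 and a log2 fold change of at least 1 was 78, and 43 to 223 when samples were left out. The 274 downregulated genes with such a count and a log2 fold change of −1 or below became 99 to 364. The ratio of distances between and within groups stayed between 1.13 and 1.38 under its 10 alternatives. At an adjusted p below 0.05 the fit is unchanged and only fewer genes are selected, which by itself moved both medians to larger sizes. The selection of genes alone can therefore move the medians. Its part in the shifts of the other fits was not tested, and neither were other causes.

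Of the named genes, ENSDARG00000079403, ENSDARG00000056680 and ENSDARG00000102036 stayed below an adjusted p of 0.1 under all 20 alternatives in which they were tested. ENSDARG00000006151 did so under 10 of 19, with adjusted p from 5.36e-07 to 0.275 and log2 fold changes from 1.47 to 3.18. The chromosome 12 pair changed sign only when samples were left out. The log2 fold change of the first gene, 0.54, ranged from −0.37 to 1.40, and was −0.37 without replicate 3 and −0.18 without the block and without morphant replicate 3. That of the second gene, 0.08, ranged from −1.07 to 1.29. It was −1.07 without replicate 3, and without the block it was −0.25, −0.36 and −0.87 when wild-type replicate 1, wild-type replicate 3 or morphant replicate 3 was left out. The first gene was past the threshold under 5 of 20 alternatives (edgeR and DESeq2 adjusted p from 0.00371 to 0.926). It rose in 4 of them, by 1.34 without replicate 2, 1.40 without the block and without wild-type replicate 2, and 0.59 with each of the pairings 1, 3, 2 and 2, 3, 1, and it fell without replicate 3. The second gene was past it under 1 of 20 (0.00306 to 0.980), without replicate 3, where it fell. These changes follow the highest samples of both genes, which were wild-type replicate 2 (144.1 and 25.2 CPM) and morphant replicate 3 (179.8 and 23.9 CPM). The calls of the first gene that rose came from fits that left out wild-type replicate 2 or paired it with morphant replicate 3, and the falls past the threshold came from the fit without replicate 3. Why these samples were high was not tested.

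Tests of the gene lists for motile cilium, mesoderm, otic, nephric, p53 target and interferon response genes, with camera or fry, and of the named genes of the article were not run, because identifiers and symbols were not paired.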

Differences from the paper's values

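The paper's number of differentially expressed genes is 3015, and the number found here was 1911. The paper's number of upregulated genes is 1486, and 850 were found here. The paper's 1529 downregulated genes compare with 1061 here, a ratio below the 1.5 used to call a difference. That ratio was exceeded for the downregulated genes with DESeq2 with the block (1014), RLE normalization (998), an adjusted p below 0.05 (581), leaving out replicate 1 (123) or 2 (655), and, without the block, leaving out wild-type replicate 1 (736) or morphant replicate 1 (591), 2 (585) or 3 (687). Among the alternatives set before the data were examined, those under which the total and the upregulated number both fell within that ratio were the model without the replicate block (2405 and 1087), DESeq2 without the block (2953 and 1459), no filter on low counts (2851 and 1331), leaving out replicate 3 (3955 and 2156), and leaving out wild-type replicate 3 without the block (2407 and 1202). The gap remained with DESeq2 with the block (1985 and 971), RLE normalization (1869 and 871), at least 10 counts in every sample (1885 and 834), an adjusted p below 0.05 (997 and 416), leaving out replicate 1 or 2, and leaving out any of the other samples without the block. Of the alternatives chosen after seeing the values, the pairings with morphant replicates 1, 3 and 2 (3856 and 1890) and 2, 3 and 1 (3813 and 1879) and the gene length offsets (2403 and 1155) brought both numbers within the ratio. The pairing with 3, 2 and 1 (2163 and 1013) did so as well, whereas those with 2, 1 and 3 (761 and 278) and 3, 1 and 2 (877 and 339) were further from the paper's numbers. With these last pairings the downregulated genes, at 483 and 538, also exceeded the ratio. DESeq2 without the block came closest to the paper's total and upregulated number, and it called 1494 downregulated genes. Materials and Methods describes DESeq2 with a multi-factor design. Its clutches are not assigned to samples, so this closeness does not show which model was used.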

Other observations

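The tests on mitochondrial reads, on gene length for the samples and for the directions, on thinning by direction, on chromosome 4 and on the deviations of wild-type replicate 2 and morphant replicate 3 were chosen only after the result was seen. The others were written before it.

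Wild-type replicate 2 lay apart from the other wild-type samples. Its mean distance to them was 1.29 times the distance between those samples, and the same ratio for morphant replicate 1 was 1.24. After the counts had been thinned to the smallest total, the ratio of wild-type replicate 2 was 1.297. Its own total, 27373965, was close to the 27997259 and 28480101 of the other wild-type samples, so thinning was no test of library size. The ratio was 1.28 with trends in gene length removed, so that these trends did not explain it. It was 1.28 without the 100 most abundant genes and 1.29 without mitochondrial genes, but a distance that weighs all tested genes alike hardly depends on so few genes. These values therefore cannot tell whether its mitochondrial share, 4.63% of the counts and the highest of the 6 samples, reflects a technical difference. A candidate explanation is a mix of sorted cells that also varies among morphant samples. Across 11393 genes with a mean count above 100, the difference of wild-type replicates 2 and 1 correlated with that of morphant replicates 3 and 1 at r = 0.446, with 3 and 2 at 0.293 and with 2 and 1 at 0.309. Genes are not independent replicates. The first of these was 0.427 with length trends removed and 0.586 across 4567 genes with a mean count above 1000, and morphant replicate 3 did not have the highest mitochondrial share of its group (2.02%). Differences in developmental stage within the sampled window, or in the sorting gate, could give the same pattern and were not tested, since no stage is given per sample. Library batches were not tested for the same lack of labels. Wild-type replicate 2 and morphant replicate 3 also had the fewest genes with at least 1 count in their groups, 21368 and 21873. Their totals were the lowest of their groups as well. The 100 most abundant genes took 26.8% and 24.2% of their counts, the highest share in each group. A difference in RNA or library quality could thus give the same pattern and was not tested.

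Whether the same axis contributed to the fold changes between the groups could not be settled. The difference between wild-type replicates 2 and 1 was correlated with that between the morphant mean and wild-type replicate 3. The r was −0.084, within the 0.1 set as the limit before the test. It was −0.22 for wild-type replicates 2 and 3 with the morphant mean and wild-type replicate 1. The remaining choice, the difference between wild-type replicates 1 and 3, gave −0.17. That difference does not contain wild-type replicate 2 and so does not test this axis. Thinning all samples to the smallest total left 1899 called genes. Across genes, Spearman's rho of gene length and log2 fold change was 0.087.

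The direction of the called genes differed by gene length. In the shortest of 4 equal groups of genes (median 1108 bp), 31.2% of the called genes were upregulated, and in the longest (median 5151.5 bp) it was 59.9%, a difference of 28.7 percentage points. It was 29.5 after thinning to the smallest total. With offsets that removed each sample's trend with length it fell to 11.8, so a technical trend with length may account for a part of it. The trends were 0.109, 0.116 and −0.064 in morphant and −0.011, −0.247 and 0.056 in wild-type samples, a difference of 0.121 between the group means (exact permutation test, two-sided, p = 0.4, where the smallest p this design allows is 0.1). The largest trend in size was that of wild-type replicate 2. Without this sample and the block the difference in the upregulated share was 15.0, and without replicate 2 it was 15.2, whereas it was 40.1 without morphant replicate 3 and the block and 41.5 without replicate 3. Without the block and with all samples it was 25.3. Without the block it was 34.2 and 32.8 when wild-type replicate 1 or 3 was left out. It was 21.9 and 22.6 when morphant replicate 1 or 2 was left out. With the block it was 35.0 without replicate 1. The size of the difference thus depended on which samples were used, and not only on wild-type replicate 2 and morphant replicate 3. Length offsets also remove a biological change that follows length, so a technical and a biological cause cannot be told apart here.

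Fewer genes were called on chromosome 4 than elsewhere. Of its 1174 tested genes 70 (5.96%) were called, against 11.3% on the other chromosomes (Fisher's exact test, adjusted p = 5.28e-08 over 26 chromosomes). Its share was lower than that of the other chromosomes with the alternative models, normalization and count filters, with the 5 other pairings and in the 9 fits that left out samples. Random sets of genes matched on mean count gave 113 called genes on average (permutation p = 2e-05). Sets matched on mean count and length gave 114.5 (permutation p = 1e-05, the smallest that 100000 sets can give). At the share of the other chromosomes 132 called genes would be expected, so lower counts accounted for a part of the difference and not for all of it, and matching on length as well did not lower the expected number further. From 30 Mb onward 17 of 693 genes (2.45%) were called, against 53 of 481 (11.0%) before that position, a boundary chosen after the values were seen. Genes on a chromosome are not independent. Reads shared between near-identical copies were not tested, so the pattern cannot be told apart from that explanation, and no biological explanation was tested. The paper does not report it.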
